# Comparative microRNA Transcriptomes in Domestic Goats Reveal Acclimatization to High Altitude

**DOI:** 10.3389/fgene.2020.00809

**Published:** 2020-07-31

**Authors:** Siyuan Feng, Jideng Ma, Keren Long, Jinwei Zhang, Wanling Qiu, Yan Li, Long Jin, Xun Wang, Anan Jiang, Lingyan Liu, Weihang Xiao, Xuewei Li, Qianzi Tang, Mingzhou Li

**Keywords:** miRNA, high-altitude acclimatization, goat, multiple tissue, angiogenesis

## Abstract

High-altitude acclimatization is a representative example of vertebrates’ acclimatization to harsh and extreme environments. Previous studies reported sufficient evidence for a molecular genetic basis of high-altitude acclimatization, and genomic patterns of genetic variation among populations and species have been widely elucidated in recent years. However, understanding of the miRNA role in high-altitude acclimatization have lagged behind, especially in non-model species. To investigate miRNA expression alterations of goats that were induced by high-altitude stress, we performed comparative miRNA transcriptome analysis on six hypoxia-sensitive tissues (heart, kidney, liver, lung, skeletal muscle, and spleen) in two goat populations from distinct altitudes (600 and 3000 m). We obtained the expression value of 1391 mature miRNAs and identified 138 differentially expressed (DE) miRNAs between high and low altitudes. Combined with tissue specificity analysis, we illustrated alterations of expression levels among altitudes and tissues, and found that there were coexisting tissue-specific and -conserved mechanisms for hypoxia acclimatization. Notably, the interplay between DE miRNA and DE target genes strongly indicated post-transcriptional regulation in the hypoxia inducible factor 1, insulin, and p53 signaling pathways, which might play significant roles in high-altitude acclimatization in domestic goats. It’s also worth noting that we experimentally confirmed miR-106a-5p to have a negative regulation effect on angiogenesis by directly targeting *FLT-1*. These results provide insight into the complicated miRNA expression patterns and regulatory mechanisms of high-altitude acclimatization in domestic goats.

## Introduction

Environmental changes impose the pressure of natural selection on vertebrates, which supports the evolution of adaptive mechanisms for survival. As a typical example of adaptive evolution in extreme environments (Richalet, 2007), high-altitude acclimatization refers to the heritable and irreversible changes in morphology (Brutsaert et al., 1999; Miles et al., 2009), physiology (Storz et al., 2009; Naeije, 2010), biochemistry (García-Hjarles, 1989; Li et al., 2010), and ethology (Mamatov et al., 2012) in highland habitants during long-term selection pressure, such as reduced oxygen availability, low ambient temperatures, and high ultraviolet radiation (UV; Brookfield and Allen, 1989; Wang et al., 2014). These changes are primarily triggered on a molecular level to modulate organic metabolism, especially in representatively hypoxia-sensitive tissues such as heart (Jarmakani et al., 1978; Wilson et al., 1993; Moromisato et al., 1996; Park et al., 2007; Chen et al., 2009), kidney (Luks et al., 2008; Dan et al., 2010; Yijiang et al., 2013), liver (Komolova and Egorov, 1985; Moromisato et al., 1996; Rong and Gastroenterology, 2009), lung (Moromisato et al., 1996; Liu, 2011; Li et al., 2012), *longissimus* muscle (Lundby et al., 2003, 2009; Murray, 2009; Levett et al., 2012; Zhang et al., 2015), and spleen (Ou et al., 1980; Kam et al., 1999; Richardson et al., 2008). Previous studies reported sufficient evidence for a molecular genetic basis of high-elevation acclimatization (Breen et al., 2008; Simonson et al., 2010; Scott et al., 2011; Bigham et al., 2013; Yang et al., 2017), and genomic patterns of genetic variation among populations and species have been widely elucidated in recent years (Cheviron and Brumfield, 2012; Mingzhou et al., 2013; Qu et al., 2013; Ai et al., 2014; Zhou et al., 2014). For instance, key erythropoiesis-related genes including *EPAS1*, *PRARA*, and *EGLN1* were found mutated in Tibetans, which were involved in hypoxia inducible factor 1 (HIF-1) signaling pathway and modulate erythropoiesis in a HIFs-centered manner. Independent or synergetic variants in these genes might be responsible for erythropoiesis responses to hypoxia in Tibetans (Simonson et al., 2010). Moreover, researchers found that the *RGCC* gene was under strong selection during high-altitude adaptation of Tibetan pig, which plays a key role in hypoxia-induced anti-angiogenesis. Interacted with *HIF-1*α and *VEGF*, preferentially selected variants in *RGCC* may inhibit the capillary growth and consequently avoid capillary leak in Tibetan pigs under long-term exposure to the hypoxic environment (Ai et al., 2014).

microRNAs (miRNAs) are a class of endogenous ∼20-nt non-coding RNAs that regulate gene expression at the post-transcriptional level via imperfect matches in their target mRNA 3’UTR regions and consequential translational repression or mRNA degradation (Bartel, 2004, 2009). Recent research on human and model animals revealed that miRNAs serve as important regulators in biological processes implicated in acclimatizations to hypoxia (Pocock, 2011), cold exposure (Al-Fageeh and Smales, 2006; Pilotte et al., 2011), and UV damage (Wan et al., 2011), which are environmental conditions associated with high altitudes (Bigham et al., 2013). For example, the miR-15 family is regulated by hypoxia and predicted to influence cardiomyocyte cell survival by regulating the expression of several pro-survival proteins (Hitoo et al., 2010; Lin et al., 2010; Small et al., 2010; Dejean et al., 2011). The UV-induced miR-211 regulates the UV-responsive cell-cycle control gene p27 and affects the proliferation potential of human prostate carcinoma cell lines (Silvia et al., 2007; Pothof et al., 2009). The well-documented hypoxia-regulated microRNA (HRM), miR-210, is directly regulated by HIF-1 (Huang et al., 2009) and participates in DNA damage response (Crosby et al., 2009), angiogenesis (Camps et al., 2008), apoptosis (Kulshreshtha et al., 2007), and mitochondrial respiration (Chan et al., 2009). However, understandings in the role of miRNA in high-altitude acclimatization have mainly focused on either human or model animals, and research on natural populations of non-model species has lagged behind.

While previous research on high-altitude goats mostly described their phenotypic characteristics, geographical distribution and living habits, molecular mechanisms behind their high-altitude acclimatizations have been poorly illustrated. As the genetic characteristics remain unclear, many important economic traits could not been fully utilized. One way for breakthrough is to study the adaptational changes of goats at small RNA transcriptome level. Therefore, we performed comparative miRNA transcriptome analysis on two populations of domestic goats, which are typical agricultural animals that reside in geographically neighboring regions at distinct altitudes (600 and 3000 m). Six hypoxia-sensitive tissues (heart, kidney, liver, lung, longissimus muscle, and spleen) were sampled from each individual and 36 small RNA libraries were constructed for sequencing.

## Results

### Data Summary

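Small RNA was sequenced from 3 Tibetan goats of the high-altitude population, kept at 3120 m in Table 4, and 3 Chuandong White goats of the low-altitude population, kept at 614 m. Each goat gave 6 tissues, so every combination of tissue and altitude has 3 libraries, and the replicate numbers of the 2 populations belong to different goats. The authors mapped the reads to the ARS1 goat genome with 0 mismatches allowed and quantified them with miRDeep2. They deposited the number of reads per mature miRNA and library, without normalization. The totals given here are sums of these counts over all mature miRNAs, since the files hold neither raw nor mappable reads. They ran from 7312782 to 14407748 counts in the 18 high-altitude libraries, with a median of 10513605.5. In the 18 low-altitude libraries they ran from 7108635 to 13537937, with a median of 10343876.5.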

We selected three females as biological replicates from the low- and high-altitude domestic goat populations, and sampled six representative hypoxia-sensitive tissues (heart, kidney, liver, lung, *longissimus* muscle, and spleen) from each replicate. 

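The RIN values of Supplementary Table S1 averaged 7.94 ± 0.895 (SD, n = 18) in the high-altitude libraries and 7.99 ± 0.688 (SD, n = 18) in the low-altitude libraries. They ranged from 4.6, in spleen of high-altitude replicate 1, to 9.1. For each library, the distance to the mean of the other libraries of its tissue and altitude was taken as the root mean square difference in log2 CPM (counts scaled to the library total). It covered 231 miRNAs with a mean of at least 10 CPM that never combined 0 with at least 100 counts within a group of 3. The spleen library with the lowest RIN had a distance of 1.29, which ranked 3 of 36, against a median of 0.84 and a range from 0.525 to 1.52. Across the 36 libraries, distance and RIN had a Pearson r of -0.178 (two-sided permutation test, p = 0.3, adjusted p = 0.4) and a Spearman rho of 0.0416 (p = 0.8, adjusted p = 0.8). Without the 2 libraries farthest from the median RIN, r was 0.0171. The adjustment covered 4 coefficients over 2 relations between libraries, and no sequencing batch is given within which r could be computed again.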

In total, 36 samples were separately used to construct small RNA libraries with an average RNA integrity number (RIN) of 7.97 (7.97 ± 0.79, *n* = 36), which were overall appropriate for small RNA-seq (Supplementary Table S1). Deep sequencing generated an average of 12.25 million (M) (12.25 ± 1.09 M, *n* = 36) raw reads for each library, and resulted in a total of 441.17 M raw reads. 

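The counts assigned to mature miRNAs summed to 379985891 over the 36 libraries, or 10.6 ± 1.75 M (SD, n = 36) per library. By tissue, muscle had the most, 13.0 ± 0.822 M (SD, n = 6), followed by heart with 12.0 ± 0.632 M. These totals count miR-133a-3p and miR-133b-5p separately, although their counts were equal in every library. Each of them held from 17.9 to 27.6% of a muscle library. If the same reads stand under both names, the ranks of muscle and heart may change. Liver had the fewest, with 50426051 counts over 6 libraries. The most abundant miRNA of a library took between 11.1% of its counts, in heart, and 55.9%, in spleen, and the top 10 took between 62.8% and 86.9%. Between 524 and 671 mature miRNAs had at least 1 count in a library, with a median of 583.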

Through a series of quality control procedures, an average of 11.99 M (11.99 ± 0.93 M, *n* = 36) reads were retained as high-quality reads for each library, and a total of 431.51 M high-quality reads were used for miRNA identification. Consistent with the structural basis of animal miRNA, high-quality reads were mainly (79.49%) between 21 and 24-nt long, with the majority being 22-nt long (45.06%) (Supplementary Figure S1).

With stringent criteria in the miRDeep2 pipeline, a total of 909 pre-miRNAs that encode 1391 mature miRNAs were identified in all 36 libraries, including pre-miRNAs that were processed into either 5p or 3p mature forms, or both 5p and 3p mature forms. 

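The deposited counts list 1391 mature miRNAs under 909 precursor names. Both arms are listed for 482 of the precursors, only the 5p form for 173 and only the 3p form for 254. In all 36 libraries, 260 mature miRNAs had reads, and 222 had reads in a single library. The largest count of a miRNA in any library stayed under 10 for 382 mature miRNAs, or 27.5%. For 104 mature miRNAs in 39 groups, the counts equal those of another listed miRNA in every library. Of these, 96 stayed under 10 counts, but miR-133a-3p and miR-133b-5p carry equal counts in 36 of 36 libraries, from 789 to 3740411.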

According to sequence conservation between identified mature miRNAs and annotated goat or other mammal miRNAs recorded in miRbase release 21 (Kozomara and Griffiths-Jones, 2014), 447 miRNAs sharing exactly the same mature sequence with goat annotated miRNAs were categorized into the “Known” group, whereas the 586 miRNAs with 100% sequence similarity to other mammalian miRNAs were categorized into the “Conserved” group, and the remainder, which did not match any annotated miRNA sequences, were categorized into the “Novel” group (Table 1).

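The 447 miRNAs of the Known group held 95.7% of all counts and were detected in a median of 36 libraries. The 586 miRNAs of the Conserved group held 4.08% of the counts, and the 358 without a match in miRBase held 0.232%. In both of these groups the median miRNA was detected in 4 libraries. A largest count under 10 was found for 6.04% of the Known miRNAs, 42.7% of the Conserved miRNAs and 29.3% of those without a match. Reads in 1 library alone were found for 4 Known miRNAs, 135 Conserved miRNAs and 83 without a match.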

**TABLE 1:** Mature miRNAs and pre-miRNAs identified in this study.

Type	Pre-miRNAs	miRNA-5p	miRNA-3p	Both ends	Mature miRNAs
Known	243	11	28	204	447
Novel	243	49	79	115	358
Conserved	423	113	147	163	586
Total	909	173	254	482	1391

To study the mechanisms that may underlie miRNA origins, we screened for overlapping miRNA precursor sequences in the genome with genomic elements of different types, including exons, introns of protein-coding genes and intergenic regions (Supplementary Figure S3). The analysis of genomic sources showed that, out of 909 pre-miRNAs, 426 (46.86%) were located in introns, followed by 345 pre-miRNAs (37.95%) in intergenic regions as the second largest category. Only three miRNA precursors (0.32%) were located in exons. Due to alternative splicing of protein-coding genes, 123 pre-miRNAs (13.53%) resided in both intronic and exonic regions of their host genes. A detailed analysis revealed that intronic regions were highly overrepresented with miRNA loci (permutation test, *P* < 0.001), which is consistent with the findings of a previous report (Berezikov, 2011).

### Global miRNA Expression Profile Analysis

Through hierarchical clustering of global gene expression profiles from each sample, we found that the clustering of gene expression was tissue-dominated (Figure 1A). 

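Counts were scaled to RPM, with each library's total count as the base, and z-scored per miRNA, and the 36 libraries were joined by average linkage on the Pearson correlation. Cutting the tree into 6 clusters placed 35 libraries in a cluster where their own tissue held the majority. The exception was 1 muscle library, which joined the 6 kidney libraries. Heart, liver, lung and spleen each formed a cluster of 6 libraries, and the other 5 muscle libraries formed the remaining one. With log2-transformed RPM, all 36 libraries fell in a cluster of their own tissue. The alternative that moved this number most was Spearman's correlation, with 24 libraries.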

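For 36 of 36 libraries, the library with the highest Pearson correlation came from the same tissue. For 29 of them, that nearest library also came from the same altitude.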

The samples were almost perfectly clustered by tissue and then by altitude, as directly shown by color bars above the heatmap. This expression pattern indicated that global miRNA expression varies more across tissues than between altitudes, which was consistent with the findings of a previous study (Anamaria and Henrik, 2014). 

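Of the total variance of the z-scored RPM, 31.7% lay between tissues. The one-sided permutation test, which exchanged tissue labels within each goat, gave p = 1e-05, the smallest that 100000 permutations can give. Altitude within tissues accounted for 15.9% (one-sided exact permutation of the 6 goats, 20 assignments, p = 0.1, the smallest p that 3 goats against 3 allow). The remaining 52.4% lay between goats of the same tissue and altitude. With the 537 miRNAs that averaged at least 1 RPM, the share between tissues rose to 45.8%. That of altitude was 14.4% (one-sided exact permutation of the 6 goats, p = 0.2). From the clustering, the paper reasons that miRNA expression varies more between tissues than between altitudes.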

Among the six tissues, the muscle and heart were more similar to each other than to other tissues, which reflects the relatively similar physiological biochemical characteristics between the two types of striated muscles (Jason et al., 2012). 

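The mean Pearson correlation between heart and muscle libraries was 0.0319, the highest of the 15 tissue pairs. Kidney and muscle came next with 0.00207, and the other 13 pairs lay between -0.112 and -0.0334. Heart and muscle kept the highest rank with log2-transformed RPM, where their mean correlation was 0.0477 and that of lung and spleen, the next pair, was -0.0190.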

The clustering of biological replicates also supported experimental reliability. 

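The mean Pearson correlation between the 6 libraries of a tissue was highest in heart, with 0.259, and in kidney, with 0.257. It was 0.211 in muscle, 0.187 in lung, 0.176 in spleen and 0.109 in liver. Each of these values exceeded the highest correlation between libraries of different tissues, averaged by tissue pair.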

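In the principal components analysis (PCA) of the same z-scored RPM of 1391 miRNAs, the leading component held 10.9% of the variance, the next 7.23% and the one after 6.92%. When each goat was left out in turn, the leading component held from 11.1% to 12.1%. Among the alternatives, the share moved most with the miRNAs averaging at least 1 RPM, where the leading component held 17.3%.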

Results of principal components analysis (PCA) further supported these findings (Figure 1B), namely expression patterns including tissue-domination, similarity between muscle and heart, as well as the adjacent clustering of biological replicates.

**FIGURE 1:**
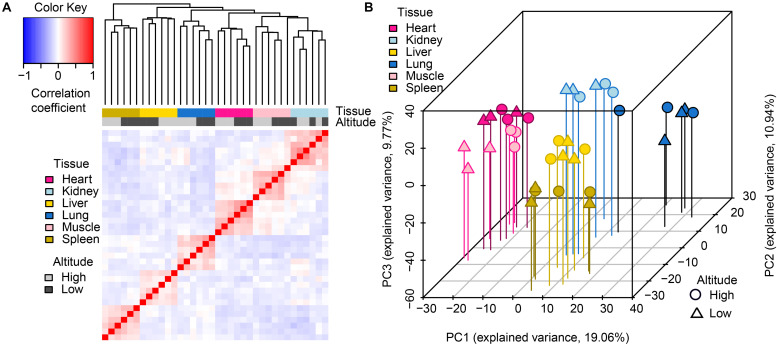
Global pattern of miRNA expression among tissues and altitudes. **(A)** Hierarchical clustering of samples using miRNA expression. Average linkage hierarchical clustering was used with the distance between samples measured by Pearson’s correlation between the vectors of z-score standardized expression values; **(B)** PCA of miRNA expression. The proportion of the variance explained by the principal components (PCs) is indicated in parentheses. The vertical lines with different colors from the plotted points dropping to the x/y plane show the separation of points based on the first and second PCs.

### Tissue Specificity Analysis

To compare tissue specificity between miRNAs and protein-coding genes, we extracted mRNA transcriptome data sets of the corresponding goat tissues from our previous study (Tang et al., 2015), and performed tissue specific index (TSI) and tissue specific score (TSS) calculations on expression profiles of both miRNA and protein-coding genes (section “Materials and Methods”). Additionally, to test whether the tissue specificity is affected by altitudes, these calculations were separately conducted based on the expression profiles of 18 samples from high- and low-altitude goat populations (Figure 2). However, these curves indicated little impact of tissue specificity by high-altitude acclimatization on both miRNAs and protein-coding genes. 

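The tissue specificity index (TSI) was computed from the mean RPM of each tissue, over 6 libraries per tissue for all goats and over 3 libraries per tissue within an altitude. With the 18 high-altitude libraries, 663 of the 1245 miRNAs with reads, or 53.3%, had a TSI above 0.85. With the 18 low-altitude libraries these were 606 of 1204, or 50.3%. In both populations 371 miRNAs passed, against 292 in the high-altitude population alone and 235 in the low-altitude population alone.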

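The median TSI was 0.875 at high altitude and 0.852 at low altitude. The tissue-specific share was 2.92 percentage points higher at high altitude, and a two-sided exact permutation of the 6 goats gave p = 0.3 over 20 assignments, where p = 0.1 is the smallest possible. When each goat was left out in turn, the difference ran from 0.893 to 6.07 points. The largest value among the other alternatives, 3.84 points, came from treating every library as its own column of the TSI. From the curves of both altitudes, the paper reasons that acclimatization had little effect on tissue specificity.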

A sizable proportion of miRNAs (40.47%) were tissue-specific, compared with only 12.15% of protein-coding genes, as determined by analyzing expression profiles across both altitudes.

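Over all 36 libraries, 716 of 1391 miRNAs, or 51.5% (95% confidence interval 48.9 to 54.1%, which counts sampling of miRNAs only), had a TSI above 0.85 by tissue means of RPM. No miRNA had a TSI below 0.15. With log2-transformed RPM the share was 41.3% and 68 miRNAs were below 0.15. It moved most when every library was its own column, to 74.4%, and with a minimum of 1 RPM in at least 1 tissue it fell to 34.6%. Of the tissue-specific miRNAs, 281 had a largest count under 10 and 222 had reads in a single library.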

**FIGURE 2:**
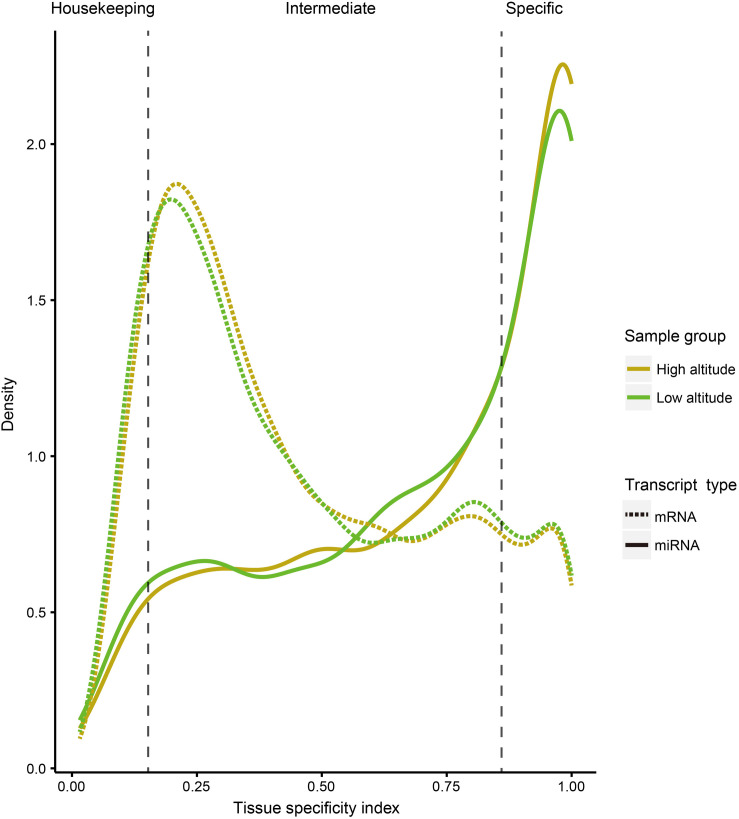
Distribution curve for TSI of miRNAs and protein-coding genes in different tissues. The vertical dotted lines correspond to the threshold originally proposed for defining housekeeping and specifically expressed transcripts with TSI values <0.15 and >0.85, respectively.

We then clustered tissue-specific miRNAs (Figure 3A) and genes (Figure 3B) using single-linkage clustering with expression and annotated each cluster with enriched functions of tissue-specific genes targeted by tissue-specific miRNAs within corresponding tissues (Figure 3C). Indeed, clusters of tissue-specific miRNAs and genes were enriched in functional categories specific to certain tissue. 

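Assigned to the tissue of highest mean RPM, the tissue-specific miRNAs numbered 189 in liver, 162 in spleen, 129 in lung, 94 in muscle, 79 in heart and 63 in kidney. In heart, miR-208b-3p averaged 13410 ± 2600 RPM (SD, n = 6), against 1720 RPM in the next tissue, and miR-499-5p averaged 6849 ± 860 RPM. In liver, miR-122-5p averaged 50590 ± 65300 RPM (SD, n = 6), a spread wider than its mean, with a TSI of 0.999. In lung, miR-34c-5p averaged 5608 ± 3130 RPM and had a TSI of 0.997. In spleen, miR-142-3p averaged 4004 ± 523 RPM, with a TSI of 0.949, and in kidney miR-10b-5p averaged 314600 ± 104000 RPM with a TSI of 0.901. In muscle, miR-133a-3p averaged 236100 ± 33400 RPM, although its counts cannot be told apart from those of miR-133b-5p. A single library held most of the RPM for 469 of the 716 tissue-specific miRNAs.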

For example, target genes of the heart-specific cluster were significantly enriched in functional terms such as regulation of cardiac conduction (three genes, *P* = 5.89 × 10^–4^) and ventricular cardiac muscle cell action potential (two genes, *P* = 9.79 × 10^–3^). Muscle-specific target genes were enriched in sarcoplasmic reticulum (two genes, *P* = 2.03 × 10^–2^). Kidney-related terms, such as metanephric collecting duct development (three genes, *P* = 1.15 × 10^–4^) and sodium ion transmembrane transport (four genes, *P* = 6.94 × 10^–4^), were enriched in kidney-specific target genes. Microtubule motor activity (five genes, *P* = 3.02 × 10^–4^) and cilium-dependent cell motility (three genes, *P* = 4.15 × 10^–2^) were detected as enriched Gene Ontology (GO) terms in lung-specific genes. Additionally, over-representation of humoral immune response (three genes, *P* = 1.60 × 10^–2^) in spleen-specific genes and bile secretion (four genes, *P* = 6.98 × 10^–4^) in liver-specific genes were also found.

**FIGURE 3:**
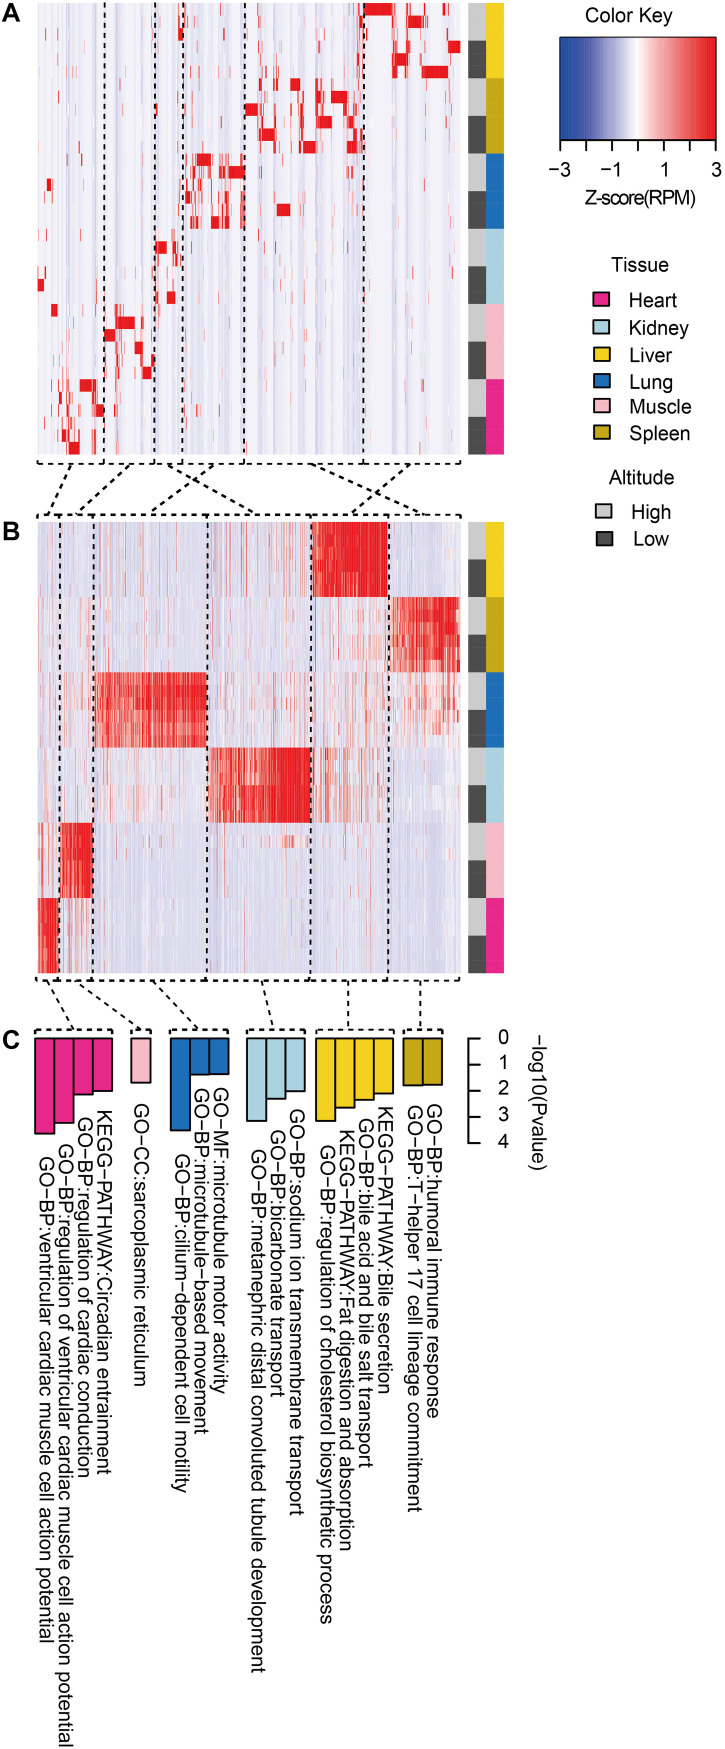
Functional pattern of tissue specificity for miRNAs and protein-coding genes. Hierarchical clustering of **(A)** miRNAs and **(B)** protein-coding genes. Average linkage hierarchical clustering was used, with the distance between transcripts measured by Pearson’s correlation between the vectors of the z-score standardized expression values. **(C)** Functional enrichment of tissue-specific genes targeted by tissue-specific miRNAs within corresponding tissues. Representative GO terms and KEGG pathways.

### Comparison of miRNAs Between the High- and Low-Altitude Populations

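For each tissue, the counts of the 3 high-altitude and the 3 low-altitude goats were compared with edgeR, after TMM normalization and over the 1391 miRNAs with at least 3 reads in at least 1 library. The quasi-likelihood test with Benjamini-Hochberg adjustment was used, since the paper names edgeR but not the test within it. A miRNA counted as differentially expressed (DE) with an adjusted p under 0.05 and an absolute log2 fold change of at least 1.5. Fold changes are given as high over low altitude. Each standard error is the absolute log2 fold change divided by the square root of the F value of the test. Where a whole group had 0 counts, the size of the fold change depends on the small count that edgeR adds. Replicates of the same number in the 2 populations are different goats, so the fits were run without a replicate block, and the block was tried as an alternative. Over 307 miRNAs, the deviations of same-numbered goats from their group means had a mean correlation of 0.0717 over the 6 tissues. It was 0.435 in heart, 0.208 in spleen and -0.270 in kidney.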

To explore the transcriptional changes of miRNAs induced by acclimatization of goats to high-altitude stress, we performed comparisons between high- and low-altitude goat populations within each tissue. In total, we detected 138 differentially expressed mature miRNAs between high- and low-altitude populations (heart, 37; kidney, 20; liver, 40; lung, 26; muscle, 47; spleen, 37) (Table 2).

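With the quasi-likelihood test of edgeR, 3 miRNAs were DE, 1 in muscle and 2 in spleen, and 0 in each of heart, kidney, liver and lung. At an unadjusted p under 0.05 there were 89 miRNAs in heart, 64 in kidney, 59 in liver, 66 in lung, 86 in muscle and 80 in spleen. In muscle, miR-409-5p had 1.55 ± 0.556 CPM (SD, n = 3) at high altitude and 121 ± 11.0 at low altitude. Its log2 fold change was -6.28 (standard error 0.56, adjusted p = 0.0178 from edgeR). In spleen, miR-99a-5p had 595 ± 39.0 and 11010 ± 1710 CPM, a log2 fold change of -4.21 (standard error 0.32, adjusted p = 0.00765 from edgeR). Also in spleen, miR-100-5p had 1297 ± 469 and 15340 ± 2270 CPM, a log2 fold change of -3.56 (standard error 0.39, adjusted p = 0.0386 from edgeR). For all 3 miRNAs, every high-altitude library lay below every low-altitude library. The alternative that moved the total most was DESeq2's Wald test, with 178 DE miRNAs in at least 1 tissue. It was run without its default screen for outlying counts (Cook's distance) and without independent filtering. With replicate number as a block, 0 miRNAs were DE in every tissue, with 45 to 79 per tissue at an unadjusted p under 0.05. Within a group of 3 libraries, a miRNA could have 0 counts in one library and at least 100 in another, which held for 45 to 75 miRNAs per tissue.

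**Figure D1:**
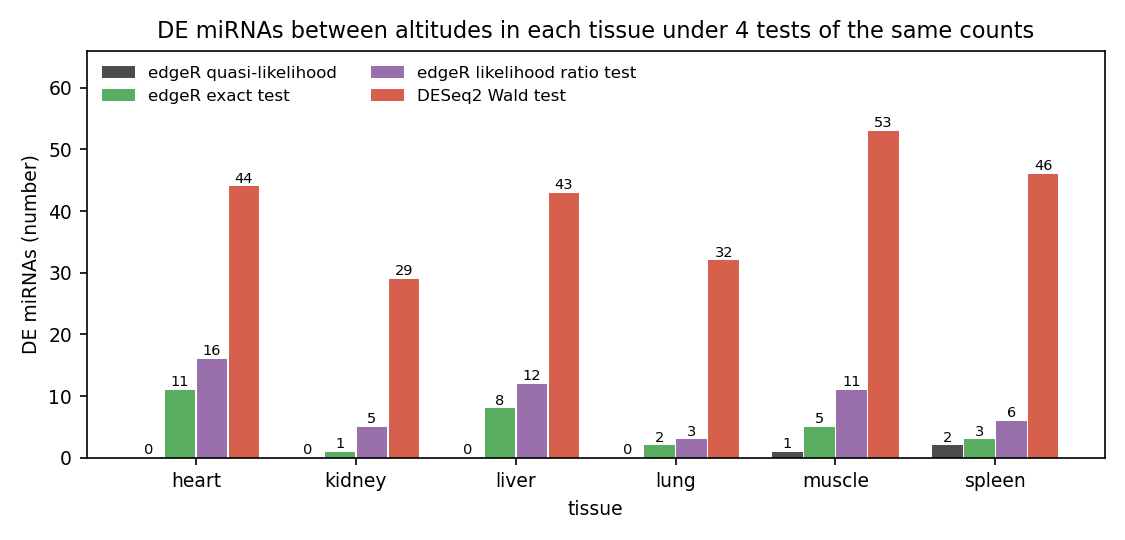
Number of DE miRNAs in each tissue (bars) when the same counts were compared by edgeR's quasi-likelihood test, exact test and likelihood ratio test and by DESeq2's Wald test. In muscle the bars stand at 1, 5, 11 and 53.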

**TABLE 2:** Number of DE miRNAs between high- and low-altitude populations within each tissue.

Tissues	Heart	Lung	Spleen	Muscle	Liver	Kidney	Total
Number of DE miRNAs	37	26	37	47	40	20	138

We further evaluated whether these differentially expressed (DE) miRNAs showed similar expression alteration patterns among the six tissues, because of the strong natural selection pressure on high-altitude goat populations. Tissue-specific analysis of DE miRNAs showed that miRNAs with expression changes between altitudes had a lower proportion of tissue-specific miRNAs than those that were not differentially expressed (Supplementary Figure S4). 

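None of the 3 DE miRNAs had a TSI above 0.85, against 716 of the 1388 others, or 51.6% (odds ratio 0.134, two-sided Fisher's exact test, p = 0.114). With only 3 DE miRNAs, no lower number was possible, so this test could not go below 0.114 in this direction. With the DE miRNAs of DESeq2's Wald test, 42.1% of 178 were tissue-specific, against 52.8% of the 1213 others (odds ratio 0.651, two-sided Fisher's exact test, p = 0.00804). The background in both comparisons was all miRNAs that entered the DE test. It included 382 miRNAs with a largest count under 10, of which 281 were tissue-specific. Few reads make a DE call hard, so these comparisons do not separate tissue specificity from low counts.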

Evaluation of the overlap of expression alterations across tissues revealed that most of the 138 DE miRNAs (*n* = 91) underwent expression changes with no overlap among tissues, whereas the rest (*n* = 47) showed consistent up- or down-regulation among up to five tissues (Table 3). 

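The 3 miRNAs past both thresholds were each DE in 1 tissue, and 0 were DE in 2 or more. With edgeR's exact test, 20 of 24 miRNAs were DE in 1 tissue and 4 in more, all 4 in the same direction. With DESeq2's Wald test, 134 of 178 were DE in 1 tissue and 44 in more, of which 33 changed in the same direction in each.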

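Since no miRNA was DE in 2 or more tissues, single-tissue and multi-tissue DE miRNAs could be compared only with other tests. With DESeq2's Wald test, 62 of the 134 single-tissue DE miRNAs, or 46.3%, were tissue-specific. Among the 44 multi-tissue DE miRNAs these were 13, or 29.5% (two-sided Fisher's exact test, p = 0.0552).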

Interestingly, miRNAs differentially expressed in only one tissue were also significantly (Chi-squared test, *P* = 9.55 × 10^–6^) more tissue-specific (41/91) than those with expression alterations in more than one tissue (3/47) (Supplementary Figure S5). It is worth noting that those 41 tissue-specific non-overlapping DE miRNAs were generally enriched in tissue-related functions, such as calmodulin binding (nine genes, *P* = 7.20 × 10^–3^) in heart, regulation of ion transmembrane transport (five genes, *P* = 5.36 × 10^–3^) in kidney, and positive regulation of fibroblast proliferation (seven genes, *P* = 4.03 × 10^–4^) in muscle (Supplementary Table S2). Alternatively, the overlapping DE miRNAs functioned in more widespread processes in high-altitude acclimatization (Figure 4); for example, miR-409-5p was consistently down-regulated in five tissues (heart, kidney, liver, muscle, and spleen) of the high-altitude goat population, and its target genes were significantly enriched in hypoxia-related functions, such as positive regulation of angiogenesis and apoptosis.

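In muscle, miR-409-5p had 21, 15 and 21 counts in the high-altitude libraries and 1580, 1550 and 1647 in the low-altitude libraries. The counts of each high-altitude library also lay below those of each low-altitude library in heart, kidney, liver and spleen. There the log2 fold change was -4.86 in heart (standard error 0.85, adjusted p = 0.237 from edgeR), -5.01 in kidney (1.16, adjusted p = 0.630 from edgeR), -5.53 in liver (0.71, adjusted p = 0.0813 from edgeR) and -5.03 in spleen (0.79, adjusted p = 0.0874 from edgeR). In lung it was 0.62 (standard error 0.65, adjusted p = 1.0 from edgeR). DESeq2's Wald test placed miR-409-5p past both thresholds in 5 tissues. The other arm, miR-409-3p, was not lower at high altitude in heart, kidney, liver, lung or spleen, where its log2 fold change ran from 0.59 to 1.14, and it was -2.04 in muscle. From the lower expression in the 5 tissues and the functions of its targets, the paper proposes a widespread role of miR-409-5p in acclimatization.

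**Figure D2:**
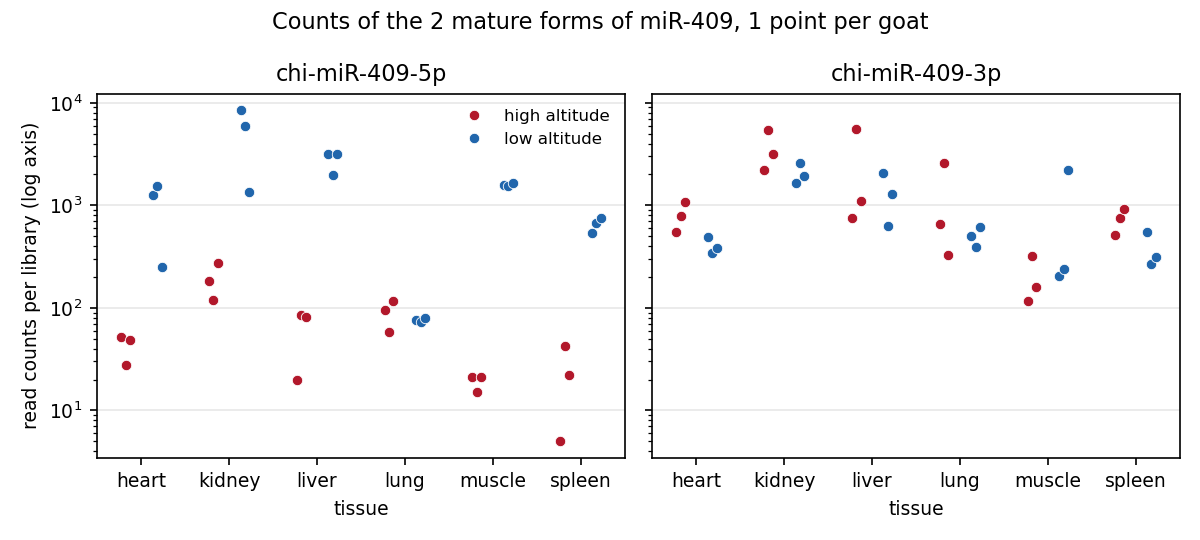
Read counts per library (log axis) of miR-409-5p on the left and miR-409-3p on the right in 6 tissues, with 1 point per goat. In muscle the 5p counts reach at most 21 at high altitude and start at 1550 at low altitude.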

**TABLE 3:** Number of DE miRNAs between high- and low-altitude populations overlapping among tissues.

Number of tissues	1	2	3	4	5	6
Number of overlapping DE miRNAs	91	28	17	1	1	0

**FIGURE 4:**
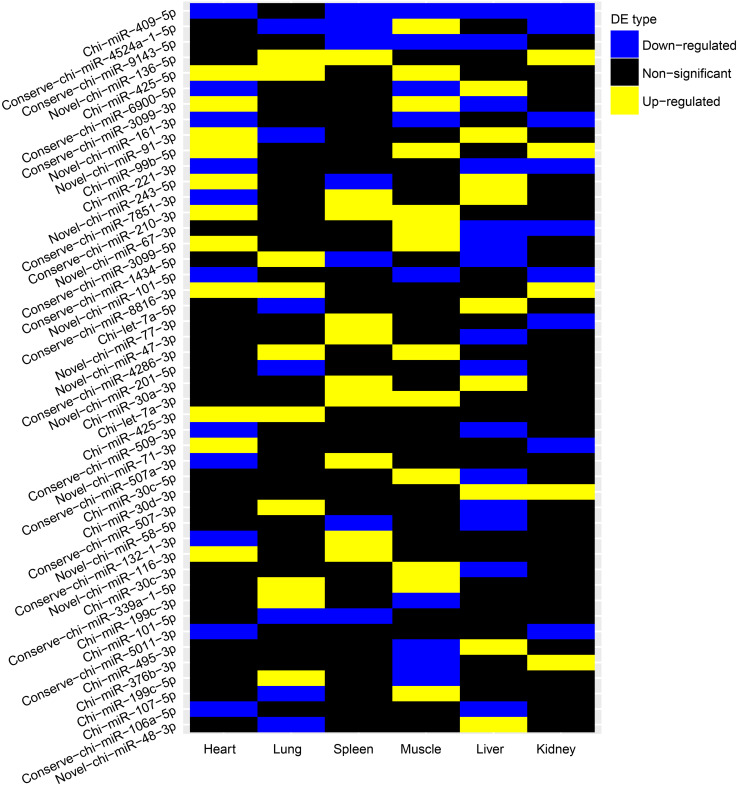
Pairwise DE miRNAs between altitudes of each tissue. High altitude vs low altitude.

### DE miRNAs Involved in High-Altitude Acclimatization

To illustrate the potential functions of identified DE miRNAs on a larger scale, we performed target prediction on DE miRNAs and only maintained miRNA–mRNA pairs with negative correlation coefficients as high-confidence target pairs for further analysis. In particular, a considerable portion of high-confidence target genes were detected with known or potential roles in high-altitude-related responses, such as apoptosis, angiogenesis, DNA damage repair, erythropoiesis, and energy metabolism, which are highly related to high-altitude acclimatization according to previous studies (Supplementary Table S3).

Thereafter, as revealed by functional enrichment analysis of high-confidence target genes, the majority of target genes might have known or potential roles in hypoxia response among all six tissues (Figure 5). For example, target genes were significantly enriched in protein-ubiquitination related categories, including ubiquitin binding (75 genes, *P* = 5.5 × 10^–6^), ubiquitin-protein transferase activity (238 genes, *P* = 1.8 × 10^–9^), and regulation of proteasomal ubiquitin-dependent protein catabolic process (69 genes, *P* = 3.7 × 10^–4^), which serves as a critical component of hypoxia response. Additionally, target genes were also significantly enriched in categories related to DNA damage repair, such as mitotic G1 DNA damage checkpoint (43 genes, *P* = 2.7 × 10^–2^) and signal transduction involved in DNA damage checkpoint (40 genes, *P* = 2.0 × 10^–2^). Moreover, functional enrichment in positive regulation of apoptotic process (288 genes, *P* = 5.25 × 10^–5^) and angiogenesis (211 genes, *P* = 3.63 × 10^–4^) were also found in target genes shared by all six tissues, as were pathways such as HIF-1 (49 genes, *P* = 5.66 × 10^–2^), p53 (39 genes, *P* = 1.00 × 10^–2^), and insulin signaling pathways (86 genes, *P* = 1.09 × 10^–6^).

**FIGURE 5:**
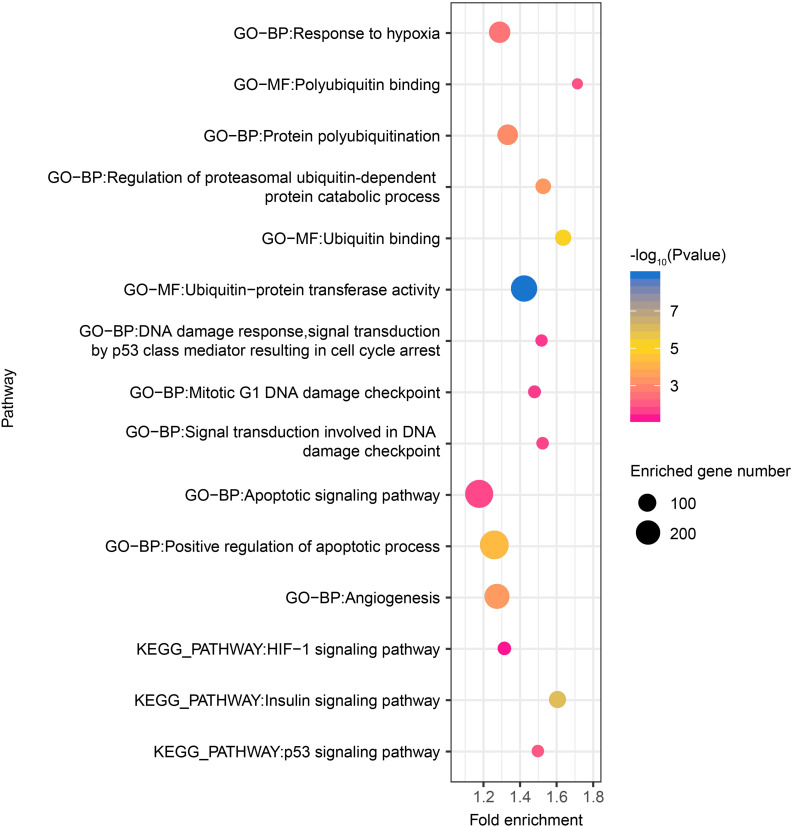
Hypoxia-related functional gene categories enriched by target genes of DE miRNAs among all six tissues between high- and low-altitude populations. The *P* value was calculated using the Benjamini-corrected modified Fisher’s exact test. BP, biological process; MF, molecular function; CC: cellular component.

By comparing mRNA expression alterations of these target genes between altitudes, we found more reliable evidence for acclimatization based on miRNA–mRNA interactions in hypoxia-related pathways. Our findings mainly focused on the interplay between DE miRNA and target genes, especially in the HIF-1 signaling pathway (Figure 6A). By collectively analyzing all six tissues, we found 102 pairs that consisted of 37 DE miRNAs with 31 target genes that were previously confirmed to be differentially expressed involved in both upstream and downstream of the HIF-1 signaling pathway (Supplementary Table S4). 

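Supplementary Table S4 gives 72 pairs of DE miRNA and tissue over its pathways, for 48 miRNAs, of which 38 are listed as up and 34 as down. The direction of the log2 fold change was that of the table in 72 of 72 pairs. The number past both thresholds was 0 with edgeR's quasi-likelihood test, 13 with its exact test and 53 with DESeq2's Wald test, and 47 pairs had an unadjusted p under 0.05 with the quasi-likelihood test. In 24 pairs, all 3 libraries of one altitude lay above all 3 of the other. Reads were found in all 6 libraries for 17 pairs, in 3 or fewer for 46 and in a single library for 20. A group of 3 libraries combined 0 with at least 100 counts in 36 pairs.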

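The counts of miR-509-3p in heart were 0, 0 and 5 at high altitude and 489, 105 and 183 at low altitude, a log2 fold change of -7.43 (standard error 1.61, adjusted p = 0.262 from edgeR). For miR-3069-1-3p they were 179, 83 and 37 against 6392, 690 and 2208, a log2 fold change of -5.19 (standard error 1.08, adjusted p = 0.237 from edgeR). In both miRNAs the 2 populations were separated, and edgeR's exact test gave adjusted p = 0.00350 and 0.00740.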

In heart, genes encoding both isoforms of phospholipase Cγ (PLCγ), *PLCG1*, and *PLCG2* (Guoping et al., 2012), were found to be up-regulated by decrease of the DE miRNAs conserve-chi-miR-509-3p and conserve-chi-miR-3069-1-3p (*PLCG1*), and chi-miR-409-5p, conserve-chi-miR-3069-1-3p, and conserve-chi-miR-208a-3p (*PLCG2*). Genes that encode isoforms of the downstream Ca2t/calmodulin kinase II (CaMKII), *CAMK2A* and *CAMK2D* (Swulius and Waxham, 2008), were also up-regulated because of reduced expression of the DE miRNAs conserve-chi-miR-509-3p (*CAMK2A*) and conserve-chi-miR-509-3p, conserve-chi-miR-208a-3p, and conserve-chi-miR-3069-1-3p (*CAMK2D*) (Figure 6A). 

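In heart, miR-208a-3p had 3.13 CPM at high altitude and 109 at low altitude, a log2 fold change of -5.11 (standard error 0.67, adjusted p = 0.141 from edgeR). Its counts were 33, 58 and 29 against 681, 696 and 2451, and edgeR's exact test gave adjusted p = 4.34e-05. When each goat was left out in turn, the log2 fold change ran from -5.60 to -4.50. For miR-509-3p and miR-3069-1-3p, 2 and 0 of the 6 heart libraries had 0 counts.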

As expected, mRNA expression levels of HIF-1 target genes, including *VEGFA*, *FLT1*, *Glut1*, *HK1*, and *TFRC*, that were involved in angiogenesis, anaerobic metabolism, and iron metabolism were significantly up-regulated, and the transcription of *FLT1* and *TFRC* were further activated by decrease of novel-chi-miR-232-3p, conserve-chi-miR-5011-3p, chi-miR-409-5p, and conserve-chi-miR-106a-5p (Figure 6A).

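In heart, miR-5011-3p had 0 counts in the 3 high-altitude libraries and 38, 32 and 72 at low altitude. Its log2 fold change was -8.64 (standard error 0.95, adjusted p = 0.237 from edgeR, unadjusted p = 0.000559). With edgeR's exact test the adjusted p was 2.12e-05. The counts of miR-106a-5p were 0 in all heart libraries except low-altitude replicate 2, which had 135, and its log2 fold change of -8.74 (standard error 3.83, adjusted p = 0.748 from edgeR) rests on that library. For miR-232-3p of the group without a match in miRBase, low-altitude replicate 1 had 277 counts, high-altitude replicate 1 had 14, and the other 4 libraries had 0. Its log2 fold change was -4.57 (standard error 2.98, adjusted p = 0.797 from edgeR) and changed sign when low-altitude replicate 1 was left out, to 5.09.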

**FIGURE 6:**
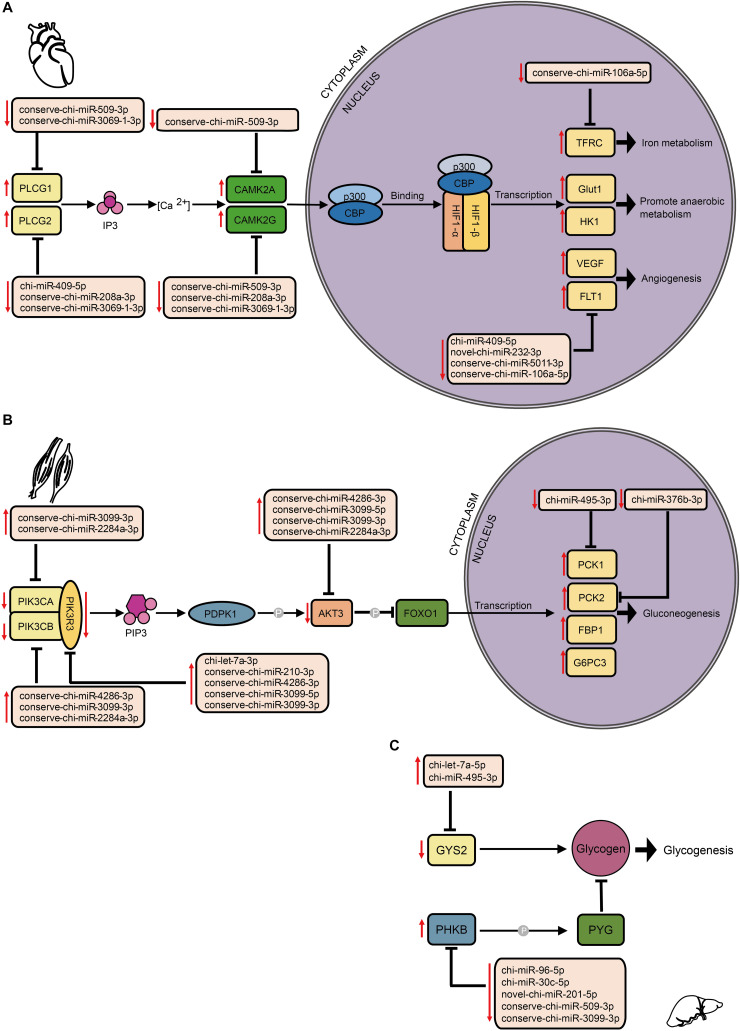
Schematic representation of hypoxia-related signaling pathways enriched by target genes of DE miRNAs in different tissues, including **(A)** the HIF-1 signaling pathway in heart, and the insulin signaling pathway in **(B)** muscle and **(C)** liver. The up and down arrows in red indicate up- and down-regulation, respectively, of DE miRNAs or genes. The clip art of tissues were created on our own.

In the insulin signaling pathway, we detected 103 pairs of DE miRNA–mRNA (Supplementary Table S4). In muscle, we found eight DE miRNAs for which their target genes correspondingly exhibited negative regulation. 

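Fig. 6B names 8 miRNAs for muscle. The 6 that it marks as up had log2 fold changes from 6.33 to 12.54, and the 2 that it marks as down had -4.43 (miR-495-3p) and -6.29 (miR-376b-3p). None passed the thresholds with edgeR's quasi-likelihood test, where the lowest adjusted p was 0.675. Counts in a single library carry the changes of miR-3099-3p, with 112, and miR-3099-5p, with 1948, both in high-altitude replicate 1. The same holds for miR-210-3p, with 83 counts in high-altitude replicate 2. For miR-2284a-3p and miR-4286-3p, 2 of the 3 high-altitude libraries had reads, with 37 and 89 and with 266 and 430 counts, and all low-altitude libraries had 0. The counts of let-7a-3p were 19638, 1556 and 23150 at high altitude and 305, 158 and 170 at low altitude, a log2 fold change of 6.33 (standard error 1.23). Its large counts stand in libraries where let-7a-5p has none. The RPM of both names together was 4072 ± 4310 (SD, n = 3) against 1435 ± 337 (two-sided exact permutation test of log2 RPM, p = 0.3, where 0.1 is the smallest possible). Low-altitude replicate 3 held 1806 of the counts of miR-495-3p and 2249 of those of miR-376b-3p, against at most 105 and 28 in any other muscle library.

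**Figure D3:**
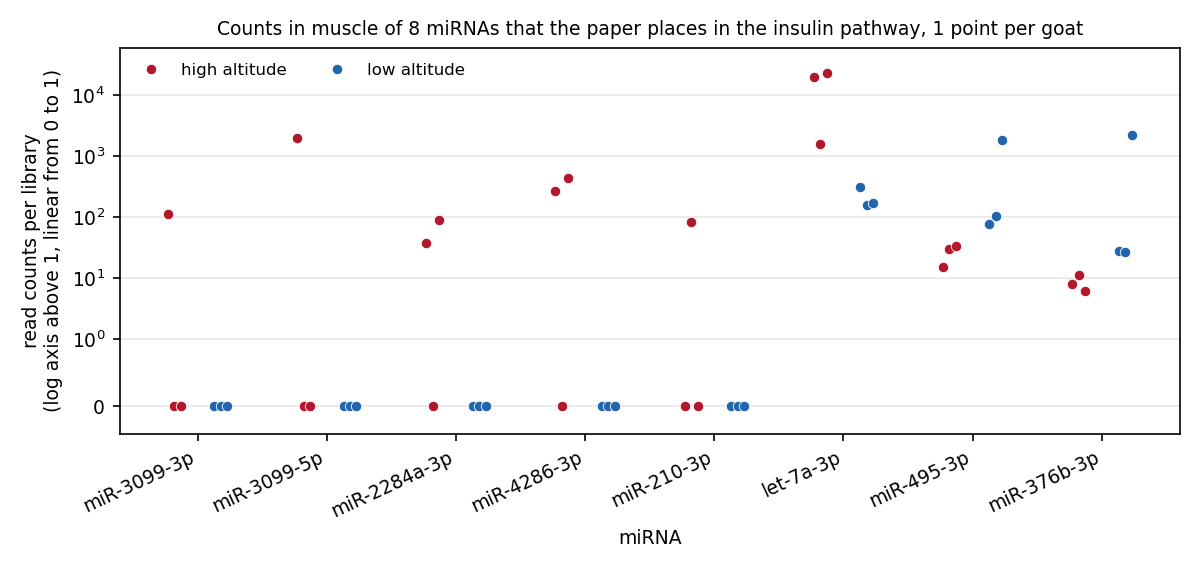
Read counts per muscle library (log axis above 1, linear below) of the 8 miRNAs of Fig. 6B, with 1 point per goat of each altitude. Points at 0 are libraries without reads, such as 5 of the 6 libraries of miR-3099-3p.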

Upstream of the transcription factor FOXO1, genes encoding PI3K subunits and Akt were modulated down. Alternatively, the genes that encode PCK1 and PCK2 were up-regulated (Figure 6B). In liver, the expression levels of chi-miR-495-3p and chi-let-7a-5p significantly increased, and the target gene *GYS2* had decreased expression. Moreover, the gene encoding phosphorylase kinase regulatory subunit beta (PHKB) was simultaneously up-regulated with the down-regulation of novel-chi-miR-201-5p, conserve-chi-miR-509-3p, chi-miR-96-5p, chi-miR-30c-5p, and conserve-chi-miR-3099-3p.

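In liver, miR-495-3p had 29, 34 and 18 counts at high altitude and 0 in all 3 low-altitude libraries. Its log2 fold change was 7.77 (standard error 1.47, adjusted p = 0.354 from edgeR). With edgeR's exact test the adjusted p was 0.00580. For let-7a-5p, high-altitude replicate 2 had 81496 counts and the other 5 liver libraries had 0, a log2 fold change of 17.22 (standard error 6.65, adjusted p = 0.726 from edgeR). In those 5 libraries let-7a-3p had from 26852 to 52078 counts, against 605 in high-altitude replicate 2. The RPM of both let-7a names together was 6157 ± 3020 (SD, n = 3) at high altitude and 4915 ± 1310 at low altitude (two-sided exact permutation test of log2 RPM, p = 0.7).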

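In liver, miR-96-5p had 2, 5 and 8 counts at high altitude and 67, 247 and 296 at low altitude, a log2 fold change of -5.30 (standard error 0.97, adjusted p = 0.201 from edgeR). For miR-509-3p the liver counts were 0, 8 and 0 against 126, 172 and 353, a log2 fold change of -6.67 (standard error 1.61, adjusted p = 0.421 from edgeR). The populations were separated in both miRNAs, and edgeR's exact test gave adjusted p = 0.00463 and 0.0316. The fold changes of the other 3 rest on fewer libraries. For miR-30c-5p, 2333 and 1112 counts stood in 2 low-altitude libraries and 0 in the other 4, and for miR-3099-3p these were 121 and 130. Low-altitude replicate 3 held 2271 counts of miR-201-5p of the group without a match in miRBase, where the other libraries had at most 17. The adjusted p from edgeR was 0.726 for each of these 3, and none of them passed with its exact test.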

In the p53 signaling pathway, we found 69 pairs of DE miRNA–mRNA (Supplementary Table S4). 

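Fig. 7 places miR-30d-3p in liver, miR-4286-3p, miR-2355-5p and miR-199c-3p in lung, and miR-2284a-5p in muscle among the up-regulated miRNAs. In liver, miR-30d-3p had 0, 601 and 567 counts at high altitude and 0 in the low-altitude libraries (log2 fold change 11.52, standard error 3.26, adjusted p = 0.726 from edgeR). In lung, miR-4286-3p had 0, 30 and 215 counts and miR-2355-5p had 0, 89 and 34 at high altitude, with 0 in all low-altitude libraries. All 54932 lung counts of miR-199c-3p came from high-altitude replicate 3. The 3 lung miRNAs had an adjusted p of 0.832 from edgeR. In muscle, miR-2284a-5p had 3, 6 and 349 counts against 3, 54 and 13, a log2 fold change of 2.55 (standard error 1.96, adjusted p = 0.808 from edgeR). Without high-altitude replicate 3 it was -2.52.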

Interestingly, *PAI-1* and *TSP1* were down-regulated, whereas their corresponding target miRNAs were up-regulated in liver, lung, and muscle. 

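In heart, miR-3099-3p had 96, 0 and 110 counts at high altitude and 0 at low altitude (log2 fold change 8.97, standard error 2.83, adjusted p = 0.657 from edgeR). In kidney, miR-30d-3p had 1, 2158 and 4 counts at high altitude and 0, 0 and 3 at low altitude, so that its log2 fold change of 9.03 (standard error 3.08, adjusted p = 0.890 from edgeR) rests on replicate 2 of the high-altitude population.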

The down- and up-regulation of *TSP1* and its target miRNA were also detected in heart and kidney. In addition, chi-miR-409-5p and chi-miR-450-3p in spleen were down-regulated, with increased expression of their target gene, *RRM2B*. Furthermore, up-regulation of several DE miRNAs was found along with down-regulation of their target genes, *CDK6* in both kidney and muscle and *CCND2* (kidney)/*CCND3* (muscle) (Figure 7).

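The spleen counts of miR-409-5p were 5, 42 and 22 at high altitude and 533, 676 and 748 at low altitude. For miR-450-3p they were 0, 1 and 1 against 0, 94 and 155, a log2 fold change of -6.96 (standard error 2.20, adjusted p = 0.729 from edgeR), and low-altitude replicate 1 lay within the high-altitude range.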

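In kidney, miR-376b-3p, listed with CDK6 in Supplementary Table S4, had 0, 266 and 97 counts at high altitude and 0 in the low-altitude libraries, a log2 fold change of 9.69 (standard error 2.82, adjusted p = 0.890 from edgeR). The table lists miR-4286-3p and miR-2284a-3p with CDK6 in muscle, where their log2 fold changes of 11.09 and 8.63 had standard errors of 3.29 and 2.83 and adjusted p from edgeR of 0.683 and 0.731. In spleen, Fig. 7 marks 2 miRNAs of the group without a match in miRBase as up. Of these, miR-116-3p had 0, 15745 and 17547 counts at high altitude and 0 at low altitude, and miR-77-3p had 0, 930 and 55 against 0, 12 and 2. Their adjusted p from edgeR was 0.729.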

**FIGURE 7:**
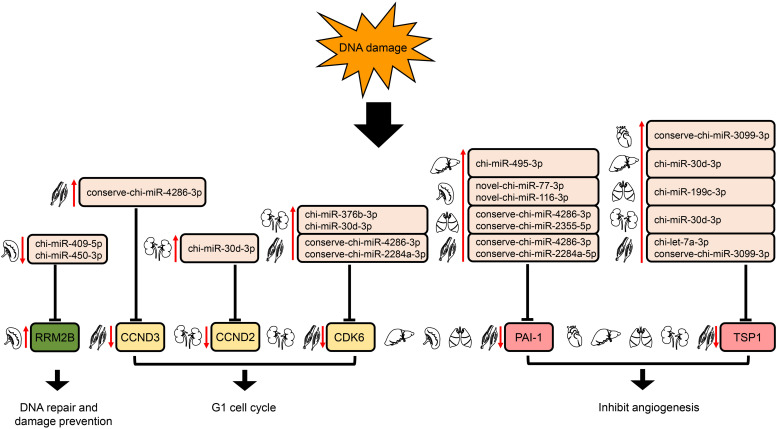
Regulation of genes targeted by DE miRNAs enriched in the downstream of p53 signaling pathway. The up- and down-arrows in red mean up- and down-regulation of DE miRNAs or genes, respectively. The clip art of tissues were created on our own.

As confirmed by qRT-PCR, the fold change of relative expression between low- and high-altitude were found significantly correlated with the fold change of normalized read counts in DE miRNAs (9/11, Supplementary Table S5), especially for those that are likely to play a crucial role in high-altitude acclimatization-related pathways. 

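For the 11 miRNAs of Supplementary Table S5, the log2 fold changes of the counts over the 6 tissues were computed on the sequencing side of the comparison. The widest ranges were those of miR-199c-3p, from -17.29 in muscle to 17.87 in lung, and miR-3099-5p, from -13.97 in liver to 13.19 in heart. Both miRNAs combined 0 with at least 100 counts in a group of 3 libraries in each of the 6 tissues. The narrowest range was that of miR-3069-1-3p, from -5.19 in heart to 0.96 in kidney. For 9 of the 11, at least 1 tissue had such counts, and for miR-409-5p and let-7a-3p none had. One miRNA, miR-409-5p, passed both thresholds, in 1 tissue.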

Next, we selected nine candidate mRNA–miRNA pairs and performed the dual luciferase reporter assays to validate the potential relationship of these pairs. As shown in Supplementary Figure S6, eight miRNAs significantly repressed luciferase activity in HeLa cells transfected with the 3’-UTR reporter, which demonstrated the robustness of mRNA–miRNA pairs in this study. Thus, these results provide robust evidence for high-altitude acclimatizations in domestic goats based on miRNA expression alterations.

### MiR-106a-5p Had a Negative Regulation Effect on Angiogenesis

Based on the results of dual luciferase assays, we noticed that *FLT-1* was the direct target gene of miR-106a-5p, and *FLT-1*, also named *VEGFR1*, were reported to be involved in angiogenesis (Hiratsuka et al., 2001; Shibuya, 2006). Thus, miR-106a-5p was selected as a representative for exploring the biological function of DE miRNAs involved in high-altitude acclimatization. 

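Over the 36 libraries, miR-106a-5p had 0 counts in 23. In muscle it had no reads at all, and in liver 1 library, low-altitude replicate 2, had 231 counts. In kidney, 20 and 34 counts stood in 2 high-altitude libraries. In lung it had 53, 115 and 38 counts at high altitude and 115, 0 and 176 at low altitude, a log2 fold change of -0.47 (standard error 1.52, adjusted p = 1.0 from edgeR). In spleen these were 36, 142 and 0 against 296, 325 and 0, a log2 fold change of -1.87 (standard error 2.24, adjusted p = 1.0 from edgeR). The direction thus differed between tissues, and no tissue passed the thresholds in the quasi-likelihood test. In the Wald test of DESeq2, heart (adjusted p = 2.93e-09) and liver (adjusted p = 7.67e-07) passed, each with reads in 1 of 6 libraries.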

Sequence alignment analysis showed that miR-106a-5p manifested high similarity especially in seed sequence among several representative species (Figure 8A). Meanwhile, the 3’-UTR of *FLT-1* containing the miR-106a-5p binding site were also conserved among these species (Figure 8A). Given lack of commercial cell line in goat, we performed miRNA function analysis using the human umbilical venous endothelial cells (HUVECs), a widely used cell line for angiogenesis research. Effective inhibition of miR-106a-5p was confirmed using qRT-PCR (*P* < 0.01, Figure 8B). As the angiogenesis involves many key processes, including proliferation, migration and tube formation (Wang et al., 2011), we thus assessed them by CCK-8 detection, Edu staining, scratch assay and tube formation experiments. These results showed that miR-106a-5p downregulation promoted HUVECs proliferation (*P* < 0.01, Figures 8C,D), enhanced migration ability (*P* < 0.01, Figure 8E), and increased novel cellular junctions and tube-length (*P* < 0.01, Figure 8F), compared with NC. Meanwhile, the expression level of pro-angiogenesis genes including *VEGF, FLT-1* and *Notch-1* significantly increased, and that of anti-angiogenesis gene *TSP1* decreased (*P* < 0.01, Figure 8G). These results indicated that miR-106a-5p had a negative regulation effect on angiogenesis.

**FIGURE 8:**
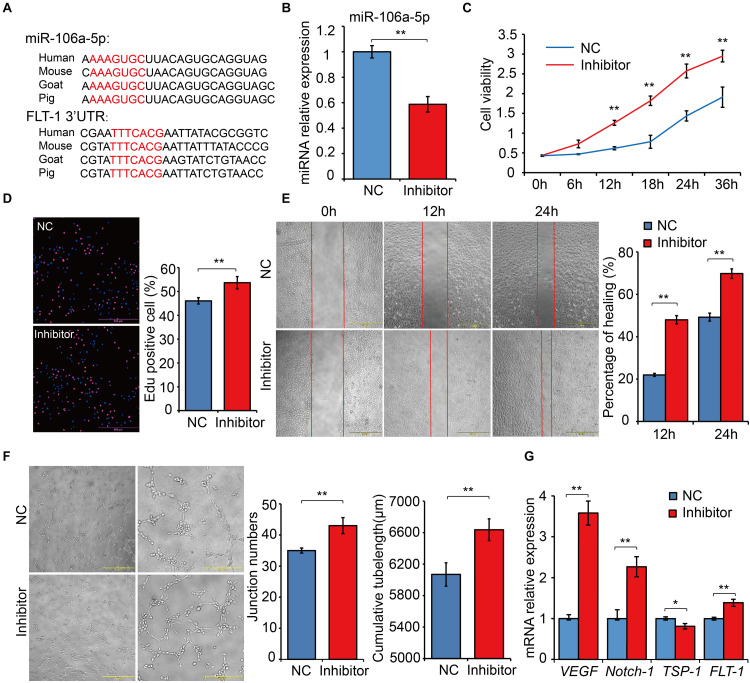
Functional experiments of miR-106a-5p regulation effect on angiogenesis. **(A)** Sequence alignment analysis of miR-106a-5p and the 3’-UTR of *FLT-1*. **(B)** miR-106a-5p inhibition efficiency analysis using qRT-PCR. miR-106a-5p inhibitor or NC was transfected into HUVECs, cell viability **(C)**, proliferation **(D)**, migration **(E)** and angiogenesis **(F)** were assessed by CCK-8 detection, Edu staining, scratch assay and tube formation experiments, respectively. **(G)** qRT-PCR quantification of pro-angiogenesis genes, including *VEGF* and *Notch-1*, and anti-angiogenesis gene (*TSP-1*) and the target gene of miR-106a-5p (*FLT-1*). At least three independent experiments were repeated three times. All values are presented as mean ± standard deviation (SD).

## Discussion

To date, no studies have illustrated the role of goat miRNA in high-altitude acclimatization. Hence, to the best of our knowledge, this is the first report to compare goat miRNA profiles between altitudes and among multiple tissues.

As a result of tissue specificity analysis for miRNAs and protein-coding genes, miRNAs exhibited more tissue specificity than protein-coding genes in goats (Figure 2), which is consistent with the findings of a previous study on human (Ludwig et al., 2016). Further analysis for tissue-specific miRNA–mRNA target pairs showed clustering of both tissue-specific miRNA (Figure 3A) and mRNA (Figure 3B), which indicated the similar expression pattern of tissue-specific transcripts in each tissue. In particular, enrichment in tissue-related functional categories were found in clusters of tissue-specific genes targeted by tissue-specific miRNAs (Figure 3C). Therefore, the potential regulation of tissue-specific protein-coding genes by tissue-specific miRNAs may play a crucial role in tissue function maintenance.

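With edgeR's likelihood ratio test, 16 miRNAs were DE in heart, 12 in liver, 11 in muscle, 6 in spleen, 5 in kidney and 3 in lung. With its exact test these were 11, 8, 5, 3, 1 and 2 in the same order. DESeq2's Wald test gave 53 in muscle, 46 in spleen, 44 in heart, 43 in liver, 32 in lung and 29 in kidney. Muscle thus ranked highest with DESeq2 and behind heart and liver with these 2 edgeR tests. It also ranked highest when edgeR fitted all 36 libraries together, with 34 DE miRNAs, followed by liver with 7.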

As a result of miRNA differential expression, muscle exhibited the highest number of DE miRNAs among the six tissues. This highly dramatic transcriptional change in the muscle reflects that, among the six tissues, skeletal muscle cells were most sensitive to hypoxia and most closely associated with high-altitude acclimatization (Howald and Hoppeler, 2003; Murray, 2009; Levett et al., 2012).

Combining expression alterations and tissue specificity of miRNAs, we found that miRNAs with expression changes between altitudes were clearly less tissue-specific than those that were not differentially expressed (Supplementary Figure S4). 

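The odds ratio of being tissue-specific, for DE against other miRNAs, was 0.398 with edgeR's exact test (two-sided Fisher's exact test, p = 0.0376) and 0.437 with its likelihood ratio test (p = 0.00889). When all 36 libraries were fitted together in 12 groups, it was 0.210 (two-sided Fisher's exact test, p = 4.8e-06). The other miRNAs again included those with few reads, so low counts may contribute to these values.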

Despite of this, most of the DE miRNAs underwent expression changes with no overlap among tissues, whereas the rest showed up- or down-regulation in multiple tissues (Table 4). 

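With edgeR's likelihood ratio test, 38 of 44 DE miRNAs changed in 1 tissue and 6 in more, of which 5 kept their direction. The joint fit of 36 libraries gave the same numbers, and after edgeR's filterByExpr filter 9 of 13 changed in 1 tissue and 4 in more.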

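Among the DE miRNAs of edgeR's exact test, 7 of the 20 found in 1 tissue were tissue-specific, against 0 of the 4 found in more tissues (two-sided Fisher's exact test, p = 0.283). For the likelihood ratio test these were 13 of 38, or 34.2%, against 1 of 6 (two-sided Fisher's exact test, p = 0.647).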

Interestingly, miRNAs differentially expressed in only one tissue were also more tissue-specific than those with expression alterations in more than one tissue (Supplementary Figure S5). Further more, we found that tissue-specific non-overlapping DE miRNAs were generally enriched in tissue-related functions, whereas the overlapping DE miRNAs functioned in more widespread processes in high-altitude acclimatization (Figure 4). With consistent up/down-regulation in multiple tissues, the tumor suppressor miR-425 is able to repress the PI3K-Akt pathway by targeting IGF-1 (Liu et al., 2015). 

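The log2 fold change of miR-425-5p was positive in all 6 tissues, from 0.95 in spleen to 12.57 in lung, with an adjusted p from edgeR between 0.729 and 1.0. Reads stood in all 6 libraries only in spleen, with 2593, 1932 and 6631 counts at high altitude and 2349, 1204 and 2022 at low altitude. In each of the other 5 tissues, a group of 3 libraries combined 0 with larger counts. In lung these were 0, 1799 and 574 against 0 in all 3, and in muscle 1 library, with 235 counts.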

The key mediator of mTOR kinase, miR-99b, contributes to radiation-induced mTOR up-regulation, which plays a critical role in radio-resistance (Wei et al., 2013). miR-221 has the ability to block endothelial cell migration, proliferation, and angiogenesis *in vitro* by targeting c-Kit and indirectly regulating expression of eNOS (Angelika et al., 2008). miR-210 serves as the micromanager of the hypoxia pathway and regulates many hypoxia-related processes, such as angiogenesis, cell cycle regulation, and DNA damage repair (Huang et al., 2010). 

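In these goats, miR-99b-5p had 0 counts in at least 2 of the 6 libraries of every tissue beside counts of up to 250345, and its log2 fold change ran from -2.66 in spleen to 17.82 in heart (adjusted p = 0.615 from edgeR). For miR-221-3p, reads stood in 1 low-altitude library each of heart, kidney and liver, with 2146, 1128 and 1125 counts, and in no library of lung, muscle and spleen. For miR-210-3p, 1 high-altitude library held all reads in each of heart, muscle and spleen, with 90, 83 and 137 counts. Its log2 fold change was -0.62 in kidney, 0.88 in liver and -0.84 in lung (adjusted p = 1.0 from edgeR for each), within its standard error in each of these 3 tissues, where a group of 3 libraries also combined 0 with at least 100 counts.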

Taken together, the expression alterations and tissue-specificity of miRNAs among tissues suggested not only the potential tissue-specific mechanism to maintain normal tissue functions under hypoxia, but also the tissue-conserved miRNA acclimatization to high altitude.

**TABLE 4:** Summary and phenotypic characteristics of sampled goats.

Population description	Breed	Location	Altitude (m)	Age (year)	Body weight (kg)	Forms of livestock rearing
Tibetan goat (high-altitude)	Tibetan goat	Songpan prefecture, Tibetan autonomous region, China	3120	Adult (3.21 ± 0.09, *n* = 3)	25.16 ± 3.39, *n* = 3	Stocking/nomadism
Indigenous goat (low-altitude)	Chuandong White goat	Ya’an city, Sichuan Province, China	614	Adult (3.16 ± 0.08, *n* = 3)	41.24 ± 3.72, *n* = 3	Home rearing

Furthermore, literature search on high-confidence target genes of DE miRNAs indicated their roles in high-altitude-related biological processes (Supplementary Table S3). For example, the energy metabolism-related genes *USP1*, *JAK2*, *MTPN*, and *PDPK1* were predicted targets of the DE miRNA conserve-chi-miR-375-3p in this study, which is consistent with previous research (Poy et al., 2004, 2009; El Ouaamari et al., 2008); similarly, *IGF1R*, *INSR*, and *IRS2* were targeted by chi-let-7a-3p (Sun et al., 2009; Zhu et al., 2011). This finding is also well supported by functional enrichment of target genes (Figure 5). For instance, three classes of target genes were found significantly enriched in protein-ubiquitination related categories. Since HIF-1α protein degradation in hypoxia is ubiquitination-dependent, and E3 ubiquitin ligases may participate in this degradation pathway (Ivan et al., 2001; Jaakkola et al., 2001; Anna et al., 2004; Nakayama et al., 2009; Wang et al., 2016), these target genes are likely to participate in hypoxia response. Analogously, target genes were also found enriched in categories related to DNA damage repair. As it is common knowledge that high-altitude exposure results in decreased oxygen pressure and increased UV radiation, which lead to DNA damage (Dosek et al., 2007), we speculate that Tibetan goats might have evolved strong abilities to resist DNA damage caused by hypoxia and intense UV radiation during long-term acclimatization to the extreme environmental conditions in the Tibetan Plateau.

Through comparisons of miRNA–mRNA expression alterations between altitudes, we found considerable evidence for acclimatization based on miRNA–mRNA interactions in hypoxia-related pathways, including HIF-1, p53, and insulin signaling pathways. HIF-1 is a basic transcription factor that is expressed in all metazoan organisms and consists of HIF-1α and HIF-1β subunits, and it functions as a master regulator of oxygen homeostasis (Semenza, 2007). Under hypoxic conditions, HIF-1 regulates the transcription of numerous hypoxia-response genes involved in angiogenesis (Fraisl et al., 2009) and energy metabolism (Ke and Costa, 2006) by binding to hypoxia-response elements. Moreover, during high-altitude hypoxia, ROS production by the mitochondrial electron transport system can increase (Mohanraj et al., 1998), while increased levels of ROS have been shown to activate PLCγ (González-Pacheco et al., 2002), which generates inositol 1, 4, 5-trisphosphate (IP3). Activated IP3 receptors can lead to elevations in Ca^2+^ via mobilization of intracellular Ca^2+^ stores (Yuan et al., 2010), which activates CaMK (Ying-Jie et al., 2010) and thereby phosphorylates the HIF-1 co-activators p300 and CREB-binding protein (Hardingham and Arnold, 2001) to form an effective transcriptional complex that can regulate the transcription of target hypoxia-response genes (Azimi, 2018). In this study, the down-regulation of conserve-chi-miR-509-3p, conserve-chi-miR-3069-1-3p, chi-miR-409-5p and conserve-chi-miR-208a-3p in heart were possibly responsible for the expression elevation of genes encoding PLCγ and CaMK, which promote the transcriptional activity of HIF-1. Downstream of HIF-1 transcriptional complex, mRNA expression levels of several HIF-1 target genes that were involved in angiogenesis, anaerobic metabolism, and iron metabolism were found significantly up-regulated (Figure 6A). Notably, we confirmed that *FLT-1* was a direct target gene of miR-106a-5p by dual luciferase reporter assay. FLT-1 is the receptor of VEGF (Hiratsuka et al., 2001; Shibuya, 2006) and plays important roles in endothelium angiogenesis (Wang et al., 2011). Functionally, miR-106a-5p downregulation could promote angiogenesis through promoting proliferation, enhancing migration ability, and increasing tube formation of endothelial cells by mitigating its inhibition effect on *FLT-1*, which further elucidated the potential mechanism of miRNA-mediated regulations in angiogenesis. Therefore, the expression alterations of miRNAs might play an important role in high-altitude acclimatization through the HIF-1 signaling pathway.

Insulin functions as the primary hormone involved in glucose homeostasis and the stimulation of glucose transport through the insulin signaling pathway (Saltiel and Kahn, 2001), which can be inhibited and switch to a state of insulin resistance under hypoxia (Claire et al., 2009). As previously reported, PI3K and Akt could inhibit the transcription factor FOXO1, and PCK1 and PCK2 are the key enzymes in gluconeogenesis. In muscle, the down-regulation of genes encoding PI3K subunits and Akt and the up-regulation of genes that encode PCK1 and PCK2 (Figure 6B) indicated enhanced glucose production via gluconeogenesis in response to hypoxia. *GYS2* encodes the key isozyme of glycogenesis, whereas PHKB phosphorylates and activates glycogen phosphorylase (PYG) (Tung et al., 1984). Because PYG catalyzes the rate-limiting step in glycogenolysis and breaks up glycogen into glucose subunits (Newgard et al., 1989), the down-regulation of *GYS2* and up-regulation of *PHKB* by corresponding DE miRNAs in liver (Figure 6C) suggested inhibited liver glycogenesis at high-altitude. Hence, DE miRNAs might participated in the regulation of glycometabolism via the insulin signaling pathway and help with energy expenditure under the severe environment at high altitude.

The p53 pathway is composed of hundreds of genes and their products that respond to a wide variety of stress signals, such as DNA damage and hypoxia (Levine et al., 2006). p53 activation triggers the transcription of numerous genes involved in cell cycle arrest, apoptosis, DNA repair, and anti-angiogenesis (Harris and Levine, 2005). In liver, lung, and muscle, the angiogenesis inhibitors (Rodriguez-Manzaneque et al., 2001; Skrzypczakjankun, 2001) *PAI-1* and *TSP1* were modulated down due to the up-regulation of their corresponding target miRNAs. Whereas in heart and kidney, *TSP1* was down-regulated by the expression elevation of its target miRNA (Figure 7). Moreover, down-regulation of chi-miR-409-5p and chi-miR-450-3p in spleen likely increased expression of their target gene, *RRM2B*; this gene encodes the protein p53R2, which is necessary for DNA repair. In addition, up-regulation of several DE miRNAs might repress their target genes, *CDK6* in both kidney and muscle and *CCND2* (kidney)/*CCND3* (muscle) (Figure 7); these genes encode the key proteins in G1/S checkpoint function (Pietenpol and Stewart, 2002). Therefore, DE miRNAs involved in the p53 signaling pathway might play a significant role in responses to high-altitude environmental stress.

Despite the evidences we found in regulatory mechanisms of high-altitude acclimatization in domestic goats, we must admit the limitation that breed differences were not fully excluded in this comparative miRNA transcriptome analysis. It is of great interest to conduct the experimental design of moving the indigenous goat to high altitude for years and to better illustrate the mechanisms of high-altitude acclimatization on the same breed level.

Overall, based on our attractive goat transcriptomic resource, future work could be done on both *in silico* and experimental sides to improve our knowledge on high-altitude acclimatizations in goat populations: to further illustrate relationships among high-altitude acclimatization-related signaling pathways (Figures 6, 7) by conducting network analysis on involved miRNA–mRNA interactions, and to experimentally validate functions of highlighted miRNAs whose target genes has already been validated by our luciferase reporter assays (Supplementary Figure S6). Accompanied by the continuous development of goat genome sequence resources, fundamental questions of evolutionary adaptation in goats could be addressed in a more comprehensive way, by integrating phenotypic, population genomic and transcriptomic data.

## Conclusion

This study presents a comprehensive and systematic survey of miRNA transcriptome in goat populations at high- and low-altitude, shedding light on the complicated miRNA expression patterns and associated regulatory mechanisms of high-altitude acclimatization in domestic goats. We expanded annotation of goat miRNAs to more than three times as many as the miRBase annotation using small RNA-seq data. Combination analysis of expression alterations and tissue specificity of miRNAs suggested potential coexisting tissue-specific and -conserved mechanisms for hypoxia acclimatization. Integrated miRNA-mRNA expression profiles and functional enrichment further provided evidence of miRNA involvements in post-transcriptional regulation through HIF-1, insulin, and p53 signaling pathways, which might promote anaerobic metabolism, angiogenesis, gluconeogenesis, DNA damage repair and inhibit glycogenesis. In addition, we experimentally confirmed miR-106a-5p to have a negative regulation effect on angiogenesis by directly targeting *FLT-1*. Taken together, these findings support the viewpoint that miRNAs could play significant roles in high-altitude acclimatization of domestic goats. Our study may not only accelerate research into goats as natural models for studying high-altitude acclimatization, but also provide valuable theoretical underpinnings for further utilization of genetic resources in plateau regions.

## Materials and Methods

### Animals and Samples Collection

To control breed differences which might contribute to overall observed differences, we selected goat breeds under the following rules: (1) Located in geographically close regions within 300 km straight-line distance and (2) Without significant geographic isolation. Following these rules, we selected the indigenous goat and Tibetan goat residing at distinct altitudes in southwest China (600 and 3000 m) for comparative analysis, between which the straight-line distance was 299 km. Three adult females (∼3 years old) from each of the indigenous goat and Tibetan goat populations residing at distinct altitudes in southwest China (600 and 3000 m) were used in this study (Table 4). For the home-reared indigenous goats, we selected the individuals unrelated within three generations according to the pedigree; for the stocking Tibetan goats, we randomly selected three female individuals. All the animals were provided by local farm. To control the diet differences between rearing modes of home rearing and stocking/nomadism, we fed the home-rearing Indigenous goat with natural pasture grass instead of artificially added compound feeds. Animals were fed with free access to food and water, and killed humanely to ameliorate suffering by putting them under deep anesthesia with intravenous sodium pentobarbital (30 mg/kg body weight) before slaughter. Six typical hypoxia-sensitive tissues (heart, kidney, liver, lung, *longissimus* muscle, and spleen) were rapidly excised from the carcass, immediately frozen in liquid nitrogen, and then stored at −80°C until RNA isolation.

Research procedures involving animals were performed according to the Regulations for the Administration of Affairs Concerning Experimental Animals (Ministry of Science and Technology, China, revised in June 2004) and approved by the Institutional Animal Care and Use Committee in College of Animal Science and Technology, Sichuan Agricultural University, Sichuan, China under permit No. DKY-S20163658.

### RNA Isolation, Small RNA Library Preparation and Sequencing

Total RNA was extracted using Trizol reagent (Ambion, United States) according to the manufacturer’s protocols. Small RNA libraries were constructed using the Illumina TruSeq Small RNA Sample Prep kit. Libraries were assessed using the Agilent 2200 TapeStation and sequenced on the Illumina HiSeq 2500 platforms. Incipient bioinformatics analysis (base calling) was performed with CASAVA 1.8 (Illumina) to generate raw reads (in FASTQ form).

### Data Downloading and Processing for mRNA Transcriptome

To elucidate the effects of miRNA on downstream expression, we downloaded 36 additional transcriptome data sets of the exactly corresponding goat samples from our previous study (Tang et al., 2015) stored in the Gene Expression Omnibus (GEO) under accession code GSE66242. After a strict quality control, high-quality reads obtained were mapped to the representative goat genome (assembly ARS1) using hisat version 2.0.5 (Kim et al., 2015). Stringtie version 1.3.3 was used to quantify gene expression and obtain FPKM (denoted as fragments per kilobase of exon per million fragments mapped) expression values (Mihaela et al., 2015). We further used Cuffdiff 2 (Cole et al., 2013) to detect differentially expressed genes (DEGs) between population pairs from distinct altitudes in the six tissues. We defined genes with |log_2_ (fold change)| ≥ 1, *P* value <0.05 and adjusted *P* value <0.1 as DEGs. Differentially expressed genes with a log_2_ (fold change) < 0 were defined as “up-regulated” and those with a log_2_ (fold change) > 0 were defined as “down-regulated” at high altitude.

### Read Mapping and miRNA Identification

Raw reads was subjected to a series of stringent filters (such as removing low quality-reads, repeated sequences and adaptor sequences). Filtered high-quality sequences were then mapped to goat reference genome (assembly ARS1) with stringent criteria (0 mismatch in the whole length) using Bowtie (Langmead, 2010). 

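The files hold counts on mature miRNAs rather than mappable reads. Summed over the 6 tissues and averaged per library, these were 10.7 ± 0.316 M (SD, n = 3) for the high-altitude goats and 10.4 ± 0.0854 M for the low-altitude goats. The difference of 0.238 M had a two-sided exact permutation p of 0.3 over 20 assignments of the 6 goats.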

The number of mappable reads were similar between high and low altitudes (Supplementary Figure S2); therefore, the miRNA libraries had unbiased sizes for further analysis. Next, mappable reads were submitted to miRDeep version 2.0.0.7 (Friedlander et al., 2012) to detect miRNAs with default parameters, while mature miRNA sequences of goat and all other annotated mammalian species in miRbase release 21 (Kozomara and Griffiths-Jones, 2014) were selected as reference. miRNAs with read count no less than 3 in at least one sample were remained for further analysis. 

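The smallest value that the largest count of a miRNA takes in the files is 3, in each of the 3 groups of miRNAs, so the files already include this filter and applying it removed no miRNA.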

Read counts were normalized by the total count of mappable reads of each sample, also known as RPM, for unbiased comparisons among samples. 

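The totals of mappable reads are not in the files, so RPM values here use each library's total count on mature miRNAs. At these totals, 3 counts correspond to between 0.208 RPM, in a muscle library, and 0.422 RPM, in a liver library.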

Normalized expressions were further standardized by computing standard scores (also known as z-scores) for cluster and PCA (Wichern and Johnson, 1982; Everitt and Hothorn, 2011).

### Qualitative and Quantitative Measure for Tissue Specificity

To evaluate the variability of expression patterns, we brought in two measures, TSI (Ludwig et al., 2016) and TSS (Cabili et al., 2011), which respectively indicate whether a transcript is tissue-specific and to which tissue this transcript is most tissue-specific.

The TSI is a quantitative measure for the specificity of a transcript in different tissues. The values range from 0 to 1. The higher a TSI, the more tissue-specific a transcript is. In this study, we defined a transcript with a TSI < 0.15 as “housekeeping” and >0.85 as “tissue-specific.”

The TSS is an entropy-based measure that quantifies the similarity between a transcript’s expression pattern and another predefined pattern that represent an extreme case in which a transcript is expressed in only one tissue. For each transcript, a TSS was calculated with respect to each tissue and the tissue with the maximal TSS was considered specific (e.g., heart-specific) if the TSI of this transcript is larger than 0.85.

### Identification of DE miRNAs

To compare the expression levels of miRNA transcriptome between low-altitude and Tibetan goat, we identified DE miRNAs using edgeR package (Robinson et al., 2010; Mccarthy et al., 2012). Read counts were loaded into edgeR and normalized using the built-in trimmed mean of M-values (TMM) algorithm. miRNAs with a |log_2_ (fold change)| ≥ 1.5 and a Benjamini Hochberg FDR < 0.05 between altitudes were defined as DE miRNAs. DE miRNAs with a log_2_ (fold change) < 0 were defined as “up-regulated” and those with a log_2_ (fold change) > 0 were defined as “down-regulated” at high altitude.

### Target Prediction and Functional Annotation of miRNAs

We applied TargetScan version 7.0 to DE miRNAs and 3’UTR sequences extracted from goat genome for target predications (Agarwal et al., 2015). Thereafter, we calculated Spearman’s correlations for expression levels of every miRNA-mRNA candidate target pair and maintained pairs with negative correlation coefficients as high-confidence target genes. The enrichment of GO and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway by target genes were performed using DAVID web-accessible program (Da et al., 2009) (Benjamini adjusted *P* value ≤0.05).

### Quantitative Real-Time PCR Validation

To validate gene expression, quantitative real-time PCR (qRT-PCR) was conducted on 11 miRNAs in tissue samples from high- and low-altitude goat individuals, 1 miRNA in HUVECs, and 4 mRNAs in HUVECs. miRNAs and mRNAs were reverse transcribed using a Mir-X^TM^ miRNA First Strand Synthesis Kit (Takara, Dalian, China) and PrimeScript RT reagent Kit with gDNA Eraser (Takara, Dalian, China), respectively. Quantitative real-time PCR was performed using a SYBR Premix Ex Taq kit (Takara, Dalian, China) on the CFX96TM Real-Time PCR Detection System (Bio-Rad, CA, United States). *U6* and *GAPDH* were simultaneously used as endogenous control genes for miRNAs and mRNAs, respectively. And primer sequences for qRT-PCR are shown in Supplementary Table S6. A negative control (NC) was introduced into all measurements (no cDNA template), and each RNA sample was analyzed in triplicate. We computed relative expression levels of objective miRNAs with the 2^–ΔΔCt^ method. To insure the accuracy of the 2^–ΔΔCt^ results, we carried out the optimization of annealing temperature by thermal gradient and evaluation of amplification efficiency in CFX96TM Real-Time PCR Detection System (Bio-Rad, CA, United States), and all wells used in the subsequent analysis were met 0.95 < AE < 1.05, including the target genes and endogenous controls.

To confirm the differential expressions of selected DE miRNAs, we first calculated the fold change between low- and high-altitude goat populations using both relative expression and TMM-normalized read counts. Next, we calculated the Pearson’s correlations between fold change of relative expression and TMM-normalized read counts. miRNAs with a Pearson’s correlation <0.05 were confirmed as differential expressed.

### Luciferase Reporter Assay

Based on identified high-confidence target pairs, we selected 9 DE miRNA–mRNA pairs, including miR-409-5p/*PLCG2*, miR-409-5p/*CDK6*, miR-409-5p/*FLT1*, miR-210-3p/*PIK3R3*, miR-106a-5p/*FLT1*, miR-509-3p/*CAMK2G*, miR-2355-5p/*SERPINE1*, miR-208a-3p/*CAMK2G*, and miR-30c-5p/*PHKB* for target validations. Luciferase activity assays were performed to validate the potential relationship between miRNAs and their target genes. In detail, 3’-UTR sequences containing the miRNA binding site of nine candidate target genes were synthesized and then inserted into the multiple cloning site of pmirGLO plasmid. The recombinant pmirGLO vector and miRNA mimic or NC was cotransfected into HeLa cells at 60% confluency using Lipofectamine 3000 (Invitrogen, Grand Island, NY, United States), according to the manufacturer’s instructions. After transfection for 48 h, dual luciferase activity was tested by Luciferase Dual Assay Kit (Promega, Madison, WI, United States). Luciferase activity was expressed as an adjusted value (firefly normalized to renilla).

### Cell Culture and miRNA Transfection

Human umbilical venous endothelial cells were obtained from the cell bank of the Chinese Academy of Sciences and routinely maintained in DMEM (Hyclone, Logan, UT, United States) supplemented with 10% FBS (GIBCO, Grand Island, NY, United States) at 37°C, 5% CO_2_. According to experimental requirements, the specific inhibitor of miR-106a-5p and NC were purchased from RiboBio (Guangzhou, China). Transfection of miRNAs into HUVECs at 70% confluency was performed using Hiperfect (QIAGEN, Germany) in accordance with the manufacturer’s protocol. After 6 h in transfection, all groups were replaced with new medium for subsequent experimentation.

### Scratch and Tube Formation Assay

Human umbilical venous endothelial cells were cultured to near confluence in 12-well plates. Cell monolayer were straight scratched with a 10 μL pipette tip. PBS gently washed three times to remove the non-adherent cells and cell debris in supernatants. Next, miR-106a-5p and NC were transfected into HUVECs. Photos were taken at the same fields of view at 0, 12, and 24 h after scratching using an Olympus IX53 microscope (Olympus, Tokyo, Japan). For tube formation analysis, the transfected HUVECs were collected and added to the matrigel pre-polymerized well in the 24-well plate. The *de novo* formed capillary-like structures were imaged and quantified using ImageJ software (Bethesda, MA, United States).

### Cell Viability and Proliferation

Cell viability and proliferation were assessed using a Cell Counting kit 8 (Beyotime Biotechnology, Guangzhou, China) and Edu staining (RiboBio, Guangzhou, China) analysis according to manufacturer’s protocol, respectively. For CCK8 detection, 10 μL CCK8 reagent was added to the culture medium of the transfected HUVECs. After incubation for 4 h, OD_450_ were measured using a microplate reader (Thermo Fisher Scientific, Madrid, Spain). For Edu analysis, the transfected HUVECs were treated with 10 μM Edu for 24 h and incubated for 14 h. Edu staining was performed according to the manufacturer’s protocol, cell nuclei stained with DAPI. Images were captured using an Olympus IX53 microscope (Olympus, Tokyo, Japan). The ratio of Edu positive cells were calculated from three independent experiments. The data were expressed as mean ± SD.

## Data Availability Statement

The datasets generated for this study can be found in the GEO (GSE125665 and GSE66242).

## Ethics Statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committee in College of Animal Science and Technology, Sichuan Agricultural University.

## Author Contributions

SF, QT, and ML formulated and evolved the overarching research goals and aims. SF, JM, and QT developed and designed the methodology. SF completed all of the data analysis and was a major contributor in writing the manuscript. JM and KL performed the qRT-PCR validation. JZ, WQ, YL, LJ, XW, AJ, LL, and WX provided reagents, materials, laboratory samples, instrumentation and contributed to acquisition of animal information. SF, JM, and KL wrote the original manuscript. JM and ML reviewed and edited the manuscript. QT and ML took oversight and leadership responsibility for the research activity planning and execution. ML acquired the financial support for the project leading to this publication. All authors read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

DE: differentially expressed
DEGs: differentially expressed genes
FPKM: fragments per kilobase of exon per million fragments mapped
GEO: Gene Expression Omnibus
GO: Gene Ontology
HUVECs: human umbilical venous endothelial cells
KEGG: Kyoto Encyclopedia of Genes and Genomes
NC: negative control
PCA: principal components analysis
qRT-PCR: quantitative real-time PCR
RIN: RNA integrity number
RPM: reads per million
TMM: trimmed mean of M-values
TSI: tissue specificity index
TSS: tissue specificity score
UV: ultraviolet radiation.

How the deposited data were processed for this re-analysis (not part of the article)

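Small RNA libraries from 6 tissues (spleen, lung, liver, kidney, heart and skeletal muscle) of 3 high-altitude and 3 low-altitude goats were compared, 36 in all. The authors mapped the reads with Bowtie to the goat genome ARS1, allowing 0 mismatches, quantified mature miRNAs with miRDeep2 against miRBase release 21, and kept miRNAs with at least 3 reads in at least 1 library. The deposited values are whole-number counts of reads per mature miRNA and library, not normalized, for 1391 miRNAs. Raw reads, mappable totals, read lengths and sequences are not in the files. The tissue, altitude and replicate number of each library were taken from the deposited sample labels. The labels give replicate numbers 1 to 3 in each population, which belong to different goats, so replicates of the populations were not paired, and replicate number was tried as a block only as an alternative.

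Library totals are sums of counts over all miRNAs, from 7108635 to 14407748, at which 3 counts equal 0.208 to 0.422 RPM. The 95% confidence interval of the tissue-specific share covers the sampling of miRNAs and not the variation between goats.

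DE miRNAs were computed within each tissue with edgeR 4.0.16 in R 4.3.3 (TMM normalization, glmQLFit and glmQLFTest, Benjamini-Hochberg adjusted p under 0.05, absolute log2 fold change of at least 1.5). The paper names edgeR and these thresholds but not the test. Fold changes are high over low altitude. Their standard errors were derived from the test, as the absolute log2 fold change divided by the square root of the F value. Where a whole group had 0 counts, neither value estimates the size of a change, since edgeR adds a small count. The interaction of tissue and altitude was tested with 1 fit over 12 groups, with 5 degrees of freedom. Exact permutation tests exchanged the 6 goats, and tests on 36 libraries used 100000 permutations. Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3 was used for the rest.

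For clustering and PCA, RPM was z-scored per miRNA, with average linkage on 1 minus the Pearson correlation and the tree cut into 6 clusters. The TSI was computed on the means of RPM over the 6 libraries of a tissue, with values above 0.85 called tissue-specific and values below 0.15 called housekeeping. DE and other miRNAs were compared by Fisher's exact test. With filterByExpr, the others included miRNAs that the filter had left out of the DE test.

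Other miRNAs are named in the text for separate results, such as tissue specificity, the interaction test or neighbouring genes. The miRNAs whose fold changes were followed under the alternatives were fixed by a rule. They are every miRNA to which the text, Fig. 6 or Fig. 7 gives a direction in a tissue, in that tissue; miR-409-5p, miR-425-5p, miR-99b-5p, miR-221-3p and miR-210-3p and the 11 miRNAs of Supplementary Table S5 in all tissues; and in each tissue the 2 with the largest change among those past both thresholds whose populations were separated.

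The alternatives were DESeq2 1.42.0 with its Wald test, RLE size factors, library size only, edgeR's exact and likelihood ratio tests, filterByExpr, no filter, identical miRNAs kept once, a lower or no minimum fold change, one fit over all libraries, replicate number as a block, each goat left out in turn, and for clustering, PCA and TSI other scales, filters, correlations and linkage. Another 3 were added after seeing the data. DESeq2's Wald test was run without its Cook's distance cutoff and without independent filtering, so counts in a single library could pass. The fits were tested on simulated data with known changes, with and without counts of 0 placed at random, and the TSI on cases with known values. In the simulated data most of the added changes were recovered, and fewer where counts of 0 had been placed. The simulated dispersion was lower than the common dispersion of these data, which ran from 1.15 in heart to 1.66 in liver. The recovery therefore does not measure how many changes the fits could find here.

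The mRNA series, target prediction, qRT-PCR, luciferase and cell experiments have no values in these files and were left out. Genomic coordinates were not used, since the reference annotation is of ARS1.2 and the paper used ARS1. Names of neighbouring genes alone were taken from it.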

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

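The tests of the 5p to 3p ratio, of the 3p arms, of the neighbouring miRNAs and of the correlation between libraries in this part were chosen after the results were seen. The others were set earlier. Altitude, breed and rearing differ together between the 2 populations, so a difference called an altitude difference here is equally one between breeds and between kinds of rearing, and no test separates them.

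For 3 miRNAs, the altitude effect differed between tissues in the interaction test of edgeR (quasi-likelihood F-test with 5 degrees of freedom, Benjamini-Hochberg adjustment over 1391 miRNAs). At an unadjusted p under 0.05 there were 93. The F value was 12.13 for miR-542-3p (adjusted p = 0.00300 from edgeR), 8.48 for miR-376b-3p (adjusted p = 0.0339 from edgeR) and 8.06 for miR-409-5p (adjusted p = 0.0339 from edgeR). The fit treats the 6 tissues of a goat as independent. For miR-542-3p, every high-altitude library lay below every low-altitude library in lung, liver and muscle, with log2 fold changes of -3.51, -1.43 and -1.82. In spleen the log2 fold change was 1.75, with 57, 125 and 461 counts against 57, 46 and 58. In CPM, every high-altitude spleen library lay above every low-altitude one, with means of 19.7 and 5.84. For miR-376b-3p it was 9.69 in kidney, where reads stood in 2 of the 6 libraries, and -6.29 in muscle, where low-altitude replicate 3 held 2249 counts and no other library more than 28. For miR-409-5p it was -6.28 in muscle and 0.62 in lung.

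Of the 10 splits of the 6 goats into groups of 3, 4 part all 3 pairs of goats with the same number, as the real one does, and 1 of these 4, the real one, gave as many miRNAs with an interaction. The other 6 splits part 1 such pair and gave at most 2. At an unadjusted p under 0.05, the other 9 splits gave from 27 to 49 miRNAs, against 93 in the real one. With so few splits the share cannot fall under 0.05, so by the splits alone the 3 interactions cannot be told apart from an arbitrary grouping of the goats. The number also changed with the set of goats, from 0 to 10 when each was left out in turn. For miR-376b-3p, counts of 0 beside 266 in the same group of kidney libraries are a further technical explanation, and no biological one is favoured.

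In spleen, miR-99a-5p and miR-100-5p were lower at high altitude, with log2 fold changes of -4.21 and -3.56. Both are outside the miRNAs that the paper discusses. All 3 high-altitude libraries lay below all 3 low-altitude libraries in both. In the reference annotation of the assembly ARS1.2, MIR99A lies beside MIR125B and MIRLET7C. In spleen, miR-125b-5p had a log2 fold change of -2.35 (standard error 0.37, adjusted p = 0.0874 from edgeR) and let-7c-5p of -0.65 (standard error 0.51, adjusted p = 0.751 from edgeR), and their 3p arms had -0.30 and -1.04. The pattern extends to miR-409-5p: over the 5 tissues outside lung, the 5p arms of the 3 precursors had a mean log2 fold change of -3.85. Less transcription of the precursors would lower both arms. The mean log2 fold change of their 3p arms in the same tissues was 0.244, and that of miR-99a-3p was -0.31 in spleen, so by itself it did not account for the lower miR-99a-5p there. Nor did it for miR-409 in muscle: the log2 fold change of -2.04 of miR-409-3p rested on low-altitude replicate 3 (117, 317 and 160 counts against 204, 240 and 2223), while miR-409-5p had 21, 15 and 21 against 1580, 1550 and 1647. It is not excluded for miR-100, whose 3p arm had at most 23 counts per library and a log2 fold change of -1.13 in spleen. A sequence variant of one population, whose reads would be lost under mapping with 0 mismatches, would lower the 5p to 3p ratio in every tissue. In lung the log2 altitude difference of that ratio was 0.476 (mean of the 3 precursors), against -4.09 in the other tissues. It was 0.93 for miR-99a and 1.01 for miR-100, which speaks against a variant in these 2. For miR-409 it was -0.52 in lung, against a mean of -5.53 in the other tissues, where it ran from -6.13 to -4.23. In lung, miR-409-5p was not lower at high altitude, with a log2 fold change of 0.62 (standard error 0.65). A variant would have lowered the ratio in lung as much, so these values argue against one in miR-409 as well.

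A property shared by libraries was tested by the deviations of each library from the mean of its tissue and altitude. Across the 36 libraries, the deviations of miR-99a-5p and miR-409-5p had a Pearson r of 0.775 (two-sided permutation within groups, p = 0.0003, adjusted p = 0.0005) and a Spearman rho of 0.706 (p = 0.0002, adjusted p = 0.0005). Without the 2 libraries farthest from the median, r was 0.712. The r of miR-99a-5p was 0.967 with miR-100-5p and -0.354 with its own 3p arm. The adjustment covered 4 coefficients. These 3 miRNAs therefore moved together between goats of the same group, which is consistent with a difference between libraries, such as in their preparation, that acts on the 5p arms. The same correlation could also come from a biological factor that differs between goats. The files give no library batch within which r could be computed again, so the lower values at high altitude cannot be told apart from a difference between libraries. A difference between batches and a strand-specific processing of these precursors both remain as hypotheses.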

How the results depend on the processing

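The alternatives in this part were set before the data were examined, except 3 that were chosen after seeing the data: edgeR's exact test with 1 common dispersion, and leaving out the miRNAs with both 0 and at least 100 counts in a group of 3 libraries, with and without filterByExpr. Except where a value shows it, the cause of a change was not tested.

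Numbers of DE miRNAs are given for heart, kidney, liver, lung, muscle and spleen, in this order, then for any tissue, exactly 1 tissue, 2 or more tissues, and 2 or more tissues with the same direction. The reported values were 0, 0, 0, 0, 1 and 2, then 3, 3, 0 and 0, with 89, 64, 59, 66, 86 and 80 at an unadjusted p under 0.05. The numbers of DE miRNAs did not change with RLE size factors, without a filter, with identical miRNAs kept once, or with a minimum absolute log2 fold change of 1 or none. With DESeq2's Wald test they were 44, 29, 43, 32, 53 and 46, then 178, 134, 44 and 33. With edgeR's exact test they were 11, 1, 8, 2, 5 and 3, then 24, 20, 4 and 4. With its likelihood ratio test they were 16, 5, 12, 3, 11 and 6, then 44, 38, 6 and 5. With filterByExpr they were 2, 0, 6, 0, 1 and 9, then 13, 9, 4 and 4. With library size only they were 0, 0, 2, 0, 1 and 1, then 3, 2, 1 and 1. With one fit over the 36 libraries they were 2, 2, 7, 4, 34 and 5, then 44, 38, 6 and 5.

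With replicate number as a block, all 10 numbers were 0, with 79, 45, 62, 46, 53 and 65 miRNAs by tissue at an unadjusted p under 0.05. The block pairs goats that the design does not pair, and it leaves fewer residual degrees of freedom.

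Among the alternatives chosen after seeing the data, 1 common dispersion with the exact test gave 33, 18, 22, 21, 35 and 16, then 94, 59, 35 and 19. Leaving out the miRNAs with both 0 and at least 100 counts gave 4, 2, 15, 1, 1 and 9, then 23, 16, 7 and 7. With filterByExpr as well it gave 15, 1, 14, 0, 1 and 13, then 30, 19, 11 and 11.

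Across the 6 fits that each left out one goat, the numbers ran from 0 to 6 in heart, 0 to 1 in lung, 0 to 4 in muscle and 0 to 4 in spleen, and stayed at 0 in kidney and liver. They ran from 0 to 11 for any tissue, 0 to 10 for exactly 1 tissue, 0 to 1 for 2 or more and 0 to 1 for the same direction. In the same fits, miRNAs whose altitude effect differed between tissues ran from 0 to 10, against 3 with all goats. Their number was 5 with filterByExpr, 31 with DESeq2's likelihood ratio test and 1 with replicate number as a block.

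The tissue-specific share of 51.5% was 41.3% with log2-transformed RPM, 74.4% with each of the 36 libraries as its own column and 34.6% with a minimum of 1 RPM. It stayed from 50.8 to 53.0% when each goat was left out. The odds ratio of DE against other miRNAs being tissue-specific was 0.134 (two-sided Fisher's exact test, p = 0.114), from 0 of 3 DE miRNAs. It stayed below 1 in every alternative that gave a value, although several of these repeat the same 0 of 3. The others included miRNAs with few reads, which are often tissue-specific and hard to call DE. An odds ratio below 1 therefore does not separate tissue specificity from low counts. It passed p = 0.05 with DESeq2 (0.651), the exact test (0.398), the likelihood ratio test (0.437), the joint fit (0.210) and, chosen after seeing the data, without the miRNAs with 0 and at least 100 counts and with filterByExpr (0.348). With goats left out it ran from 0.102 to 0.661, and without high-altitude replicate 2 it was 0.236 (two-sided Fisher's exact test, p = 0.0309). The comparison of single-tissue with multi-tissue DE miRNAs by the two-sided Fisher's exact test (p = 1.0, with none in the latter) gave p = 0.0029 with 1 common dispersion and p = 0.014 without the miRNAs with 0 and at least 100 counts and with filterByExpr, both chosen after seeing the data.

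PC1 held 10.9% of the variance, 12.4% with log2-transformed RPM, 9.27% with TMM-normalized counts, 17.3% with at least 1 RPM, and from 11.1 to 12.1% with goats left out. Of 36 libraries, 35 fell in a cluster of their own tissue, 36 with log2-transformed RPM, 36 with at least 1 RPM and 24 with Spearman's correlation. With a goat left out it was 29 to 30 of 30. Heart and muscle kept rank 1 in all alternatives. The median log2 fold change of the imprinted cluster in muscle, -3.74, ran from -4.47 to -1.15 with goats left out.

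The fold changes of 111 named miRNAs by tissue gave 1933 values under the alternatives: 1640 kept direction and side of the threshold, 141 were stronger, 20 weaker and 47 reversed, the last in 22 of the 111. The rest stayed on the same side of the threshold without a direction to keep: 68 belong to 4 miRNA and tissue pairs whose reported value was 0, and 17 fell to 0 when the goat with the only reads was left out. With replicate number as a block, that of miR-5011-3p in spleen was -0.65, of miR-106a-5p in lung 0.32 and of miR-77-3p in heart 3.46. With library size only, that of miR-3099-5p in lung was -0.48 and of miR-77-3p in heart 0.084. The others reversed when 1 goat was left out. Their log2 fold changes ran from -9.77 to 5.09 (miR-232-3p, heart), -2.52 to 4.28 (miR-2284a-5p, muscle), -17.56 to 15.14 (miR-99b-5p, liver), -1.16 to 0.0099 (miR-210-3p, kidney), -1.53 to 0.21 and -1.54 to 0.23 (miR-495-3p, kidney and lung), -0.62 to 0.77 (miR-5011-3p, spleen) and -1.06 to 0.25 (miR-106a-5p, lung). For miR-199c-3p they ran from -0.27 to 0.99 in heart and -0.47 to 0.70 in liver. For let-7a-3p they ran from -6.51 to 0.50 in heart, -1.31 to 0.35 in liver, -0.13 to 1.23 in lung and -0.41 to 6.87 in spleen. For miR-3099-5p they ran from -11.66 to 11.08 in kidney and -12.00 to 12.21 in lung. For miR-77-3p they ran from -1.68 to 4.48 in heart, -6.20 to 1.63 in liver, -1.80 to 3.29 in lung and -1.20 to 1.41 in muscle. For miR-3069-1-3p and miR-450-3p in muscle they ran from -2.12 to 0.088 and -1.12 to 0.32.

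Some alternatives gave no value. A pseudocount of 0.1 on RPM did not apply, since the deposited values are counts. With the replicate block, and without replicate 3 of either altitude, no miRNA was DE, so the tissue-specific shares of DE miRNAs could not be compared. Low counts limit some named miRNAs, such as miR-450-3p in heart, with at most 3 counts per library. Counts of 0 were not confined to scarce miRNAs: for 93 of the 278 miRNAs with at least 1000 counts in some library, another library had 0.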

Differences from the paper's values

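With edgeR's quasi-likelihood test, 0 miRNAs were DE in heart against the paper's 37, with 89 at an unadjusted p under 0.05, and 0 in kidney against the paper's 20, with 64. In liver 0 were DE against the paper's 40, with 59 at an unadjusted p under 0.05, and in lung 0 against the paper's 26, with 66. In muscle 1 was DE against the paper's 47, and in spleen 2 against the paper's 37. Of the alternatives set before the data were examined, DESeq2's Wald test closed the gap in each tissue, with 44 in heart, 29 in kidney, 43 in liver, 32 in lung, 53 in muscle and 46 in spleen. It was run without its default screen for outlying counts (Cook's distance). Its numbers therefore include calls carried by a single library, such as miR-106a-5p in heart, and default settings may give fewer. The joint fit of the 36 libraries also closed it in muscle, with 34, and the other alternatives in no tissue. The exact test with 1 common dispersion, chosen after seeing the values, closed it in heart (33), kidney (18), lung (21) and muscle (35).

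In any tissue, 3 miRNAs were DE against the paper's 138, in exactly 1 tissue 3 against the paper's 91, and in 2 or more tissues 0 against the paper's 47. DESeq2's Wald test gave 178, 134 and 44, of which the counts for any tissue, exactly 1 tissue and 2 or more tissues are all within 1.5 times the paper's. No other alternative set before the data were examined closed these gaps. The exact test with 1 common dispersion, chosen after seeing the values, gave 94 for any tissue and 35 for 2 or more tissues.

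The leading principal component held 10.9% of the variance against about 19% in Fig. 1B, read by eye, and the next 7.23% against about 11%. With miRNAs averaging at least 1 RPM they held 17.3% and 11.3%, which closed both gaps. For the next component, log2-transformed RPM (7.39%) and the fits that each left out one goat (7.76 to 8.21%) also closed it.

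Among DE miRNAs of 1 tissue, 0 were tissue-specific against the paper's 41, and among those of more tissues 0 against the paper's 3. None of the alternatives set before the data were examined closed either gap. The exact test with 1 common dispersion, chosen after seeing the values, gave 36 for 1 tissue. The number of tissues in which miR-409-5p was DE was 1 against the paper's 5. It was 5 with DESeq2's Wald test, 4 with edgeR's exact test, 5 with its likelihood ratio test and 5 with the joint fit. It was 4 in each of the 2 alternatives without the miRNAs with 0 and at least 100 counts, which were chosen after seeing the values.

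The paper ranks muscle highest in DE miRNAs. Spleen ranked highest here, with 2, and heart with edgeR's exact and likelihood ratio tests, with 11 and 16. Muscle ranked highest with DESeq2's Wald test (53), with the joint fit (34) and with the exact test with 1 common dispersion (35), which was chosen after seeing the values. The paper describes the direction of multi-tissue DE miRNAs as the same in each tissue. Of the 44 multi-tissue DE miRNAs of DESeq2's Wald test, 33 kept their direction. All 4 did with edgeR's exact test and all 4 with filterByExpr, and 5 of 6 with the likelihood ratio test and with the joint fit. Among the alternatives chosen after seeing the values, 19 of 35 did with 1 common dispersion. Without the miRNAs with 0 and at least 100 counts, all 7 did, and all 11 with filterByExpr as well.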

Other observations

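The tests of the second arm of a precursor, of the let-7a names, of the equal counts of miR-133a-3p and miR-133b-5p, and of single goats in the imprinted cluster were chosen after the results were seen.

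Of 3616 pairs of a miRNA and a group of 3 libraries in which a library had at least 100 counts, 428, or 11.8%, had a library with 0 counts as well. Such pairs numbered 0.0 on average in 100 Poisson draws from the group means. A count of 0 is hardly possible in such draws beside one of at least 100, so this result was fixed in advance and decides nothing by itself. Another 100 draws were negative binomial, with the dispersion of miRNAs of similar mean that had reads in all 3 libraries. Such pairs then numbered 18.3 on average and 34 at most. Those miRNAs were selected for lacking 0 counts, so the draws cannot exclude a wider variation between goats as the cause. Where the more abundant arm of a precursor had 0 counts, the other arm also had 0 in 373 of 429 libraries, or 86.9%. Where it had reads, the other arm had 0 in 97 of 687, or 14.1%. This test covered 31 precursors. A candidate explanation is that in these libraries the whole precursor was not counted, for instance because miRDeep2 did not call it there. The deposited counts hold no unmapped reads with which to test this. Absence from some goats remains possible for miRNAs such as miR-3099-5p, with 0 counts in all 6 tissues of high-altitude replicate 2. It cannot explain the 0 counts of miR-425-5p in other tissues, since all 6 spleen libraries had reads of it. Nor can it for miR-99b-5p in high-altitude replicate 2, with 16412 counts in kidney and 8112 in spleen, but 0 in heart, liver and lung.

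Both names of let-7a were compared. In 36 of 36 libraries, at least 5000 counts stood under exactly 1 of the names, in 20 under let-7a-5p and in 16 under let-7a-3p (one-sided permutation of libraries, p = 1e-05, the smallest that 100000 permutations can give). Counts of let-7a-5p were 0 in those 16 libraries. A candidate explanation is that reads of the same mature sequence were counted under let-7a-5p in some libraries and under let-7a-3p in others. The deposited counts hold no sequences. The primer sequences that the paper lists were not used here, so this stays a hypothesis.

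Counts of miR-133a-3p and miR-133b-5p were equal in 36 of 36 libraries. The same reads could have been counted under both names, but without sequences this cannot be decided, and no biological explanation was tested. Library totals, RPM values and the shares of the top miRNAs given here count both names.

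The number of DE miRNAs under the quasi-likelihood test may be low because counts of 0 beside large counts raise the estimated dispersion. The common dispersion ran from 1.15 to 1.66 over the 6 tissues, and from 0.585 to 1.01 without the miRNAs with such counts. Without them, 23 miRNAs were DE in any tissue, against 3 with them. Most of these were in liver, with 15, and spleen, with 9. In muscle the number stayed at 1, although the common dispersion fell from 1.345 to 0.942, so leaving them out did not raise it there. In lung it rose from 0 to 1. Among the pairs of miRNA and tissue in Supplementary Table S4 with at least 100 counts, 36 of 63, or 57.1%, had such counts, against 318 of 1970 other pairs, or 16.1% (odds ratio 6.93, two-sided Fisher's exact test, p = 5.16e-13). The paper's listed pairs thus include them more often than other pairs do.

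As for the splits of the 6 goats into groups of 3, 4 of the 10 part all 3 pairs of goats with the same number, as altitude does, and the other 6 part 1 pair. In each tissue, 1 of the 4 splits, the real one, gave as many miRNAs at an unadjusted p under 0.05: 89 in heart, 64 in kidney, 59 in liver, 66 in lung, 86 in muscle and 80 in spleen. The other 9 splits gave from 11 to 34 in heart, 13 to 48 in kidney, 22 to 42 in liver, 20 to 46 in lung, 15 to 56 in muscle and 16 to 38 in spleen. For DE miRNAs in any tissue, 2 of the 4 splits gave at least 3, and 4 of the 10. The design cannot give a share under 0.05. Library size differed by 0.238 M counts between altitudes (exact permutation of the 6 goats, 20 assignments, p = 0.3), and with 3 goats against 3 this test could not go below 0.1, so by it alone the number of DE miRNAs cannot be told apart from an effect of library size. For the 3 DE miRNAs the values speak against one. In muscle, the high-altitude libraries were the larger ones, with a mean of 13.3 against 12.7 M counts, while miR-409-5p had 1.55 against 121 CPM. In spleen the means were 9.25 and 9.40 M, with 595 against 11010 CPM for miR-99a-5p and 1297 against 15340 CPM for miR-100-5p. In muscle the real split gave 1 DE miRNA and each of the other 9 gave 0. In spleen it gave 2, and the others from 0 to 4. By the number of DE miRNAs alone, the real split cannot be told apart from an arbitrary grouping of goats. This number does not test any single one of the 3 DE miRNAs.

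The tissue-specific share of 51.5% was compared with 2 technical explanations. When the reads of each miRNA were spread over the libraries without tissue differences, 2.95% of miRNAs had a TSI above 0.85. An even spread of the reads alone thus did not give the share. A contribution of low counts is not excluded, since the files list only miRNAs with at least 3 reads in a library. Of the tissue-specific miRNAs, 281 had a largest count under 10. With a minimum of 1 RPM in at least 1 tissue, the share was 34.6%. A single library held most of the RPM for 65.5% of the tissue-specific miRNAs, which is consistent with a contribution of single libraries to the share. With the median in place of the mean of each tissue, 354 of 830 miRNAs with a nonzero median, or 42.7%, were tissue-specific. The share cannot be told apart from an effect of single libraries on the part of the miRNAs that this concerns.

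The distance of each library from its group had a Spearman rho of 0.0416 with RIN, so RIN did not track the distance across the 36 libraries. The library with the lowest RIN, 4.6 (spleen of high-altitude replicate 1), had a distance of 1.29 and ranked 3 of 36, so for that library RNA degradation remains a candidate explanation.

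Table S4 lists many miRNAs of the imprinted cluster around miR-379 and miR-127 as down in muscle, without naming the cluster. Of its members by a list written earlier, 82 had reads in muscle, with a median log2 fold change of -3.74, and 77 of them were lower at high altitude. Of 10000 random lists matched on expression, 0.0% had a median as low. The mean log2 CPM of the members were 0.464, 1.05 and 0.560 in the high-altitude libraries and 1.43, 1.59 and 3.97 in the low-altitude libraries (two-sided exact permutation test, p = 0.1, the smallest p that 3 goats against 3 allow). Without low-altitude replicate 3, the median log2 fold change was -1.15, so the shift may rest in large part on 1 library. That library joined the kidney libraries in the clustering and had the largest distance from its group of all 36, 1.52. In heart, kidney, liver, lung and spleen the same goat had means of 1.63, 2.88, 2.10, 1.53 and 1.63, the highest of the 6 in heart and kidney only. A technical effect in that library therefore remains a candidate explanation beside the goat itself. With library size only it was -3.86, so the choice of scaling did not account for it. A scaling factor moves all miRNAs alike, and other effects of library composition were not tested. In lung the median was 0.62, at percentile 100.0 of the random lists, while the means of the goats did not separate (two-sided exact permutation test, p = 0.7). A value outside the random lists therefore does not by itself show a difference between goats. In the other 4 tissues the median lay between -0.30 and 0.06. A difference between tissues in this shift was not tested.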
